# G protein-coupled receptor kinase 5 mediates Tazarotene-induced gene 1-induced growth suppression of human colon cancer cells

**DOI:** 10.1186/1471-2407-11-175

**Published:** 2011-05-17

**Authors:** Chang-Chieh Wu, Fu-Ming Tsai, Rong-Yaun Shyu, Ya-Ming Tsai, Chun-Hua Wang, Shun-Yuan Jiang

**Keywords:** RARRES1, TIG1, GRK5, microarray, colon cancer cells, tumour suppressor

## Abstract

**Background:**

Tazarotene-induced gene 1 (TIG1) is a retinoid-inducible type II tumour suppressor gene. The B isoform of TIG1 (TIG1B) inhibits growth and invasion of cancer cells. Expression of TIG1B is frequently downregulated in various cancer tissues; however, the expression and activities of the TIG1A isoform are yet to be reported. Therefore, this study investigated the effects of the TIG1A and TIG1B isoforms on cell growth and gene expression profiles using colon cancer cells.

**Methods:**

TIG1A and TIG1B stable clones derived from HCT116 and SW620 colon cancer cells were established using the GeneSwitch system; TIG1 isoform expression was induced by mifepristone treatment. Cell growth was assessed using the WST-1 cell proliferation and colony formation assays. RNA interference was used to examine the TIG1 mediating changes in cell growth. Gene expression profiles were determined using microarray and validated using real-time polymerase chain reaction, and Western blot analyses.

**Results:**

Both TIG1 isoforms were expressed at high levels in normal prostate and colon tissues and were downregulated in colon cancer cell lines. Both TIG1 isoforms significantly inhibited the growth of transiently transfected HCT116 cells and stably expressing TIG1A and TIG1B HCT116 and SW620 cells. Expression of 129 and 55 genes was altered upon induction of TIG1A and TIG1B expression, respectively, in stably expressing HCT116 cells. Of the genes analysed, 23 and 6 genes were upregulated and downregulated, respectively, in both TIG1A and TIG1B expressing cells. Upregulation of the G-protein-coupled receptor kinase 5 (GRK5) was confirmed using real-time polymerase chain reaction and Western blot analyses in both TIG1 stable cell lines. Silencing of TIG1A or GRK5 expression significantly decreased TIG1A-mediated cell growth suppression.

**Conclusions:**

Expression of both TIG1 isoforms was observed in normal prostate and colon tissues and was downregulated in colon cancer cell lines. Both TIG1 isoforms suppressed cell growth and stimulated GRK5 expression in HCT116 and SW620 cells. Knockdown of GRK5 expression alleviated TIG1A-induced growth suppression of HCT116 cells, suggesting that GRK5 mediates cell growth suppression by TIG1A. Thus, TIG1 may participate in the downregulation of G-protein coupled signaling by upregulating GRK5 expression.

## Background

The tazarotene-induced gene 1 (*TIG1*), also known as retinoic acid receptor responder 1 (*RARRES1*), is a retinoic acid receptor-responsive gene that was isolated from skin raft cultures treated with the synthetic retinoid, tazarotene [1]. The *TIG1 *gene, located on chromosome 3q25.32, is expressed in most normal tissues [2]. Loss of chromosome 3q heterozygocity has been reported in cancer tissues [3-5], while downregulation of TIG1 expression through promoter hypermethylation has been reported to occur in various carcinomas, including nasopharyngeal, esophageal, prostate, and colon [5-11].

The *TIG1 *gene encodes a transmembrane protein that contains a conserved latexin domain as well as a glycosylation signal and a hyaluronic acid-binding motif [1]. The protein shares 30% sequence similarity to the carboxypeptidase inhibitor, latexin, that regulates the size of the haematopoietic stem cell population [12]. However, it remains unknown whether TIG1 acts as a protease inhibitor. Expression of TIG1 is induced in differentiated psoriatic lesions and Caco-2 colon cancer cells treated with pro-differentiating agents, such as AGN1901683, a synthetic retinoid [1], or vitamin D3 [13]. In addition, TIG1 may regulate cellular differentiation. Indeed, the expression of TIG1 is closely associated with the differentiation of colorectal adenocarcinoma [14] and mesenchymal stem cells derived from adipocytes [15]. In the prostate, TIG1 expression is progressively lost from benign tissues to malignant lesions, while the ectopic expression of TIG1 suppresses cellular growth *in vitro *[7,10] and *in vivo *[2]. Further, TIG1 has been reported to be differentially expressed in spontaneously regressing melanomas in a MeLiM swine model of melanoma [16]. Finally, TIG1 expression suppresses the invasion of prostate cancer cells [2]. Conversely, knock-down of TIG1 expression increases invasion of Epstein-Barr virus-infected nasopharyngeal carcinoma cells [7]. Thus, TIG1 is a tumour suppressor that prevents carcinogenesis in several tissue types. However, the molecular mechanisms underlying the activities of TIG1 on cell growth, invasion and differentiation have not been reported.

According to information obtained from AceView, there are 8 putative protein isoforms encoded by the *TIG1 *gene [17]. Studies analysing the suppression of cell growth and invasion by TIG1 have focused on the TIG1B isoform [GenBank:NP_002879.2] that comprises 228 amino acids [2,7,10]; however, characterisation of the expression and activity of the TIG1A isoform is yet to be reported. The TIG1A isoform [GenBank:NP_996846.1] contains 294 amino acids and shares the same N-terminal 224 amino acid sequence as TIG1B. In this study, we investigated the effects of both TIG1 isoforms on growth and gene expression profiles in HCT116 colon cancer cells to test the hypothesis that TIG1A also suppresses colon cell growth. To determine the proteins associated with TIG1A- and TIG1B-related growth of colon cancer cells, inducible stable cells that expressed TIG1A or TIG1B protein isoforms in HCT116 and SW620 colon cancer cells were established using the GeneSwitch™ system [18]. In the GeneSwitch™ system, a hybrid regulatory protein containing a DNA binding domain from the yeast GAL4 protein, a truncated ligand binding domain from the human progesterone receptor and an activation domain from the human NF-kB protein is expressed in the pSwitch plasmid. The system allows the induction of TIG1A and TIG1B expression in cells harboring the hybrid regulatory protein upon exposure to the synthetic progestin, mifepristone (MFP). Gene expression profile changes upon TIG1A and TIG1B expression were analysed by microarray. G-protein-coupled receptor kinase 5 (GRK5), a serine/threonine kinase, which suppresses the activation of ligand-activated G-protein-coupled receptors (GPCRs) [19], was upregulated by both TIG1 isoforms. The importance of GRK5 on TIG1-induced growth suppression was analysed using RNA interference.

## Methods

### Construction of expression vectors

Constitutive expression vectors encoding myc and his-tagged TIG1A (pTIG1A-myc) and TIG1B (pTIG1B-myc) fusion proteins were constructed. The TIG1A and TIG1B cDNA fragments were amplified from human SC-M1 gastric cancer cells, obtained from Dr. C.-L. Meng (National Defense Medical Center, Taipei, Taiwan), using TIG1A-specific primers (sense, 5'-CTCTGAATTCCTGCGTCCATGCAGCCC-3' and antisense, 5'-GCGCGGATCCGAAATTACTAAGCTCTG-3') and TIG1B-specific primers (sense, 5'-CTCTGAATTCCTGCGTCCATGCAGCCC-3' and antisense, 5'-CGGACGGATCCGGTTTTTCTTACCCAC-3'). Amplified cDNA fragments were digested with *Eco*RI and *Bam*HI, and then subcloned in-frame into the multicloning site of the pcDNA3.1-myc-his A expression vector (Invitrogen, Carlsbad, CA, USA). To generate inducible TIG1A and TIG1B expression plasmids (pTIG1A-V5 and pTIG1B-V5, respectively), *Hin*dIII- and *Bam*HI-digested TIG1 cDNA fragments isolated from pTIG1A-myc or pTIG1B-myc were cloned in-frame into the pGene-V5-his B vector (Invitrogen).

### Cell culture and transfection

HCT116 colon cancer cells were maintained in growth medium consisting of McCoy's 5A medium (BioWest, Nuaille, France) supplemented with 25 mM HEPES, 26 mM NaHCO_3_, 2 mM L-glutamine, 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% fetal bovine serum (FBS; Hyclone, Logan, Utah, USA) at 37°C and 5% CO_2_. SW620 cells were maintained in growth medium consisting of Leibovitz's L15 medium (GIBCO BRL, Grand island, NY, USA) supplemented with 25 mM HEPES, 26 mM NaHCO3, 2 mM L-glutamine, 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% FBS at 37°C without CO_2_. HT-29, LS174T, and SW480 colon cells were maintained in Dulbecco's Modified Essential Medium (GIBCO BRL) supplemented with 10% FBS. CC-M1, CC-M2, CC-M3, DLD-1, and COLO205 colon cells were maintained in RPMI medium (GIBCO BRL) supplemented with 25 mM HEPES, 26 mM NaHCO_3_, 2 mM L-glutamine, 100 units/mL penicillin, 100 μg/mL streptomycin, and 10% FBS at 37°C and 5% CO_2_. Colon cancer cells were obtained from Food Industry Research and Development Institute (Sinju, Taiwan).

HCT116 cells plated in 6-cm culture dishes were transfected with expression vectors using liposome-mediated transfection. Briefly, plasmids or small interfering RNAs (siRNAs) and lipofectamine (Invitrogen) were diluted in Opti-MEM medium (GIBCO BRL) and then mixed at room temperature for 15 min. The nucleic acid-lipofectamine complexes were then added to cells for 2.5 h at 37°C. Cells were then refreshed with complete medium for 24 h at 37°C for further analysis.

### Establishment of inducible TIG1 stable clones

Inducible TIG1 stable clones were established using the GeneSwitch system (Invitrogen) as previously described with minor modifications [20]. Briefly, HCT116 cells plated in 10-cm dishes were first transfected with the pSwitch expression vector (Invitrogen) that expressed the hybrid regulatory protein using lipofectamine, and then selected in hygromycin (400 μg/mL, Invitrogen)-containing medium. Stable HCT116/Switch clones were selected by limiting dilution and validated by analysing the induced expression of β-galactosidase followed by the transfection with pLacZ/V5 (Invitrogen) and then incubation with 10 nM MFP. HCT116/Switch cells that expressed the MFP-dependent transactivator were selected for subsequent transfection with pTIG1A-V5, pTIG1B-V5, or the control vector (pGene-V5-his B). Stable cells were selected in medium containing hygromycin and zeocin (125 μg/mL, Invitrogen). Inducible expression of TIG1A and TIG1B was validated by immunocytochemistry and Western blot analyses. Stable clones were maintained in McCoy's 5A growth medium supplemented with hygromycin and zeocin. Cells used for further experiments were plated in medium without hygromycin and zeocin. Representative inducible TIG1A (clone 2), TIG1B (clone 8), and control (2G5) stable clones were selected for analysis.

Using similar methods, inducible TIG1A (clone 13), TIG1B (clone 7), and control (clone 1) stable clones were established in SW620 colon cancer cells. Stable cells were maintained in L15 growth medium supplemented with 800 μg/mL hygromycin and 400 μg/mL zeocin. Cells were monitored monthly for mycoplasma contamination using the DNA intercalating dye, 4'6-diamidino-2-phenylindole (Sigma, St. Louis, MO, USA).

### Analysis of cellular proliferation

HCT116 cells were seeded at 2 × 10^4 ^cells per well in 24-well plates overnight and then transfected with constitutive TIG1A or TIG1B expression vector or control vector for 48 h. WST-1 reagent (100 μL Roche Diagnostics, Mannheim, Germany) was then added to the cells for 4 h at 37°C. Absorbance at 450 and 650 nm was assessed. The percentage of proliferative TIG1A or TIG1B transfected cells relative to controls was defined as [(A_450_-A_650_) of TIG1A or TIG1B transfected cells/(A_450_-A_650_) of control transfected cells] × 100%. Alternatively, control or TIG1 stable clones were plated overnight in growth medium free of hygromycin and zeocin. The cells were then incubated in growth medium containing MFP (0.1 - 100 nM) or ethanol (0.1%) vehicle for 48 h. The percentage of MFP-treated proliferative cells relative to controls was defined as [(A_450_-A_650_) of MFP-treated cells/(A_450_-A_650_) of ethanol-treated cells] × 100%. All experiments were performed in triplicate.

### Colony formation assay

HCT116 cells were plated in 6-well dishes and transfected with pTIG1A-myc, pTIG1B-myc expression vector, or control vector for 3 h after which they were incubated in growth medium for 1 day. Cells were then cultured in medium containing 1000 μg/mL G-418 for 8 days with medium changes performed every other day. The number of colonies was determined using crystal violet staining as described previously [21]. All experiments were performed in triplicate.

### Microarray analysis

Inducible TIG1A, TIG1B, and control stable HCT116 cell clones plated overnight in 10-cm dishes in growth medium were stimulated with growth medium containing 5 nM MFP for 24 h. Cells were washed twice with ice-cold PBS (3.2 mM Na_2_HPO_4_, 0.5 mM KH_2_PO_4_, 1.3 mM KCl, 135 mM NaCl, pH 7.4), detached by scraping and isolated by centrifugation at 1500 × g for 5 min at 4°C. Three independent samples were collected for microarray analysis.

Total RNA was extracted using the RNeasy system (Qiagen, Valencia, CA, USA). The integrity of the RNA was assessed using a 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Integrity values exceeded 9.7 in all tested samples. Affymetrix microarray analysis was carried out according to the manufacturer's protocol (Affymetrix, Santa Clara, CA, USA). Briefly, cRNA probes were prepared from 10 μg of total RNA using an Affymetrix One Cycle cDNA synthesis kit (Affymetrix). The biotinylated cRNA was subsequently fragmented and hybridised to each array at 45°C for over 16 h. cRNA was hybridised to the HGU133-2 plus whole genome GeneChip containing 54,675 transcripts. Quality assessment was performed using the GeneChip Operating System 1.1.1 (Affymetrix) using global scaling to a target signal of 500. Median background was 38.0 - 40.7. Median scaling factors were 6.5 - 9.2, and noise values ranged from 1.6 - 1.8. High overall array and RNA quality were confirmed.

### Normalisation and statistical analysis

Gene expression data underwent secondary analysis using the GeneSpring GX program (Agilent Technologies, Santa Clara, CA, USA). Briefly, gene expression data from the microarray chips were rescaled (after preliminary analysis) for a direct comparison between all chips. Data were filtered based on both Detection Call and Signal Log Ratio for comparisons between groups (control and TIG1A or control and TIG1B). Data declared "Absent" in all samples were filtered out. Samples had to be declared "Present" in at least 2 of 3 chips within a group to be maintained within the set. The log base 2.0 of the fold change was used as an additional filter. Filtered genes identified to be differentially expressed by 2-fold or greater in 2 of 3 chips were analysed for functional gene clusters using GeneSpring. Statistical analyses were performed using one-way ANOVA (*P *< 0.05) and *t*-tests. The program was used to determine functional clusters by statistical representation of individual genes in specific categories relative to all genes in the same category on the array. Signal pathways of differentially expressed genes were validated using the Protein Analysis Through Evolution Relationships (PANTHER™) protein classification system (Applied Biosystems, Foster City, CA, USA). Original microarray data have been deposited in the Gene Expression Omnibus data bank (accession number: GSE23882).

### RNA isolation and quantitative real-time reverse transcription polymerase chain reaction (RT-PCR)

Total RNA was extracted using TRIZOL reagent (Invitrogen). cDNA was prepared by incubating a 20 μL mixture containing 5 μg total RNA, 1 unit Moloney murine leukemia virus (MuLV) reverse transcriptase (Invitrogen), 0.5 μg oligo-dT_12-18 _in 50 mM Tris-HCl, pH 8.3, 75 mM KCl, 4.25 mM MgCl_2_, 0.5 mM dNTP, and 1 unit RNaseout recombinant RNase inhibitor (Invitrogen) at 37°C for 1 h. Real-time RT-PCR was performed using the ABI prism 7900HT sequencer detector system (Applied Biosystems) and Qiagen's Quantitect SYBR Green PCR kit (Qiagen) following the instructions provided. In brief, reaction mixtures (25 μl of total volume) containing 250 ng cDNA, gene-specific forward and reverse primers (1 μM), and 12.5 μL of 2× Quantitect SYBR Green PCR Master mix were cycled as follows: 1 cycle at 95°C for 10 min; 40 cycles at 95°C for 15 seconds; and 60°C for 1 min. Negative controls without the template were run in parallel to assess the overall specificity of the reaction. PCR primers used for amplification included the following: beta-actin (sense, 5'-TCCCTGGAGAAGAGCTACG-3' and antisense, 5'-GTAGTTTCGTGGATGCCACA-3'), TIG1 (sense, 5'-CGTGGTCTTCAGCACAGAGCG-3' and antisense, 5'-CCCAAACGTCCCTCACCTTCC-3'), GRK5 (sense, 5'-GACCACACAGACGACGACTTC-3' and antisense, 5'-CGTTCAGCTCCTTAAAGCATTC-3'), TIG1A (sense, 5'- CCGAGCCAACTTTCCTGCGTCC-3' and antisense, 5'-CCCTGAGGAACCTGCTGGTGACTG-3'), TIG1B (sense, 5'-CGAGCCAACTTTCCTGCGTC-3' and antisense, 5'-CTTGTGGCACAAGTTAATTTTCAGG-3'), and TCF7 (sense, 5'-TCCAGAGCCCCTGGAGGACG-3' and antisense, 5'-GGGCTGATTGGCCTTGTGCA-3'). Relative TIG1A, TIG1B, TCF7, or GRK5 mRNA levels in MFP-induced stable cells after normalisation to the vehicle treated control cells were calculated as follows: 2^- ΔΔ^C_T _= 2/([C_T _of TIG1A in MFP-treated cells]- [C_T _of actin in MFP-treated cells])- ([C_T _of TIG1A in control cells]- [C_T _of actin in control cells]). All experiments were performed in triplicate.

Relative expression of TIG1A and TIG1B in normal tissues and colon cancer cell lines was determined using the icycler system (Bio-Rad Laboratories, Hercules, CA, USA). Total RNAs from normal tissues obtained from Clontech Laboratories (Clontech, Palo Alto, CA, USA) and colon cancer cells purified as described above were reverse transcribed. Real time RT-PCR was performed in reaction mixtures (20 μL total volume) containing 100 ng cDNA, gene-specific forward and reverse primers (160 nM), and 10 μL 2× iQ™ SYBR^® ^Green Supermix (Bio-Rad). The real-time cycler conditions were as follows: 1 cycle at 94°C for 3 min and 40 cycles at 94°C for 30 seconds, 61°C for 30 seconds, and 72°C for 30 seconds. Primers used for amplification were as follows: TIG1A (sense, 5'-CCTGTCGCATTCACTTGGTCTG-3' and antisense, 5'-CGGAGG CTTCTTCTGGTGTCTG-3'), TIG1B (sense, 5'-TCTGAGACTCATCTGGGATTTG-3' and antisense, 5'-CTTTGATTGTAACTCTTGTGGC-3'), and glyceraldehyde 3-phosphate dehydrogenase (GAPDH; sense, 5'-TCCATGCCATCACT GCCACCC-3' and antisense, 5'-GACGCCTGCTTCACCACCTTC-3'). Relative TIG1A or TIG1B mRNA levels were calculated using the following equation: 10,000 × 2^-ΔΔ^C_T _= 10,000 × 2/([C_T _of TIG1 in tissue A]- [C_T _of GAPDH in tissue A])- ([C_T _of TIG1 in colon]- [C_T _of GAPDH in colon]). All experiments were performed in triplicate.

### Western blot analysis

Total cytosol extracts were prepared in mild lysis buffer (25 mM HEPES, pH 7.5, 150 mM NaCl, 1% Igepal CA-630, 10 mM MgCl_2_, 1 mM EDTA, and 10% glycerol) containing protease inhibitors (20 μg/mL aprotinin and 20 μg/mL phenylmethylsulfonyl fluoride) and phosphatase inhibitors (2 mM NaF and 1 mM Na_3_VO_4_). Proteins (5 to 100 μg) were separated using 10-12% polyacrylamide gels containing sodium dodecyl sulfate and were then transferred to polyvinylidene difluoride membranes. After blocking, membranes were incubated with anti-V5 (Invitrogen), anti-myc (Invitrogen), anti-GRK5 (Santa Cruz Biotechnology, Santa Cruz, CA, USA), or anti-actin (Sigma) antibody for 12 h at 4°C. Membranes were then incubated with horseradish peroxidase-conjugated goat anti-mouse or anti-rabbit antibodies at room temperature for 1 h. Specific protein bands were developed using Amersham ECL (Amersham, Bucks, UK). Relative protein expression levels were quantified by normalising to actin expression levels.

### RNA interference

siRNA oligonucleotides were synthesised by Ambion (Austin, TX, USA). Three TIG1 siRNAs targeted to nucleotides 488 to 508 (5'-GUACAAGUUACAUUGAUGGtt-3'), 540 to 560 (5'-GUUGUAAAGCAGGUAAUCCtc-3'), and 596 to 616 (5'-CCAUGAUUAUCAGGUAUGCtg-3') were synthesised based on Genbank accession NM_26963. The TIG1 siRNAs are specific for both TIG1A and TIG1B isoforms. GRK5 siRNAs targeted to nucleotides 452 to 472 (5'-UAACACUCCAGCCCAGGCCtg-3'), 2158 to 2178 (5'-GAAAUUUCUUUGAGAAACCtc-3'), and 2406 to 2426 (5'-GCACAGAAAAUAUACACCCtc-3') were synthesised according to Genbank accession NM_005308. The Silencer^® ^negative control#1 siRNA (Ambion) was used as a negative control. Inducible TIG1 or control stable cells were cultured for 24 h in 6-well plates and then transfected with 30 nM siRNAs using Lipofectamine according to the instructions provided. After transfection, cells were incubated in the presence or absence of MFP for 48 h, and then analysed for growth.

### Statistical analysis

Numerical data are shown as mean ± standard deviation (SD) of triplicates from each independent biological sample. Cell proliferation, colony formation, and real-time RT-PCR data were analysed using student's *t *test. *P*-values less than 0.05 were considered to be statistically significant. Microarray data were analysed by one-way ANOVA using GeneSpring GX software.

## Results

### Expression profiles of both TIG1 isoforms in normal tissues and colon cancer cell lines

Relative expression levels of TIG1A and TIG1B were evaluated in normal human tissues and in colon cancer cell lines using real-time RT-PCR. Both TIG1A and TIG1B isoforms were expressed at high levels in the prostate and colon. However, expression was barely detectable in bone marrow and skeletal muscle (Figure 1A). Compared with normal colon tissue, expression of both TIG1 isoforms was decreased in all colon cancer cell lines analysed (Figure 1B). Seven of the cell lines analysed expressed less than 2 and 11% of normal TIG1A and TIG1B expression levels, respectively.

**Figure 1:**
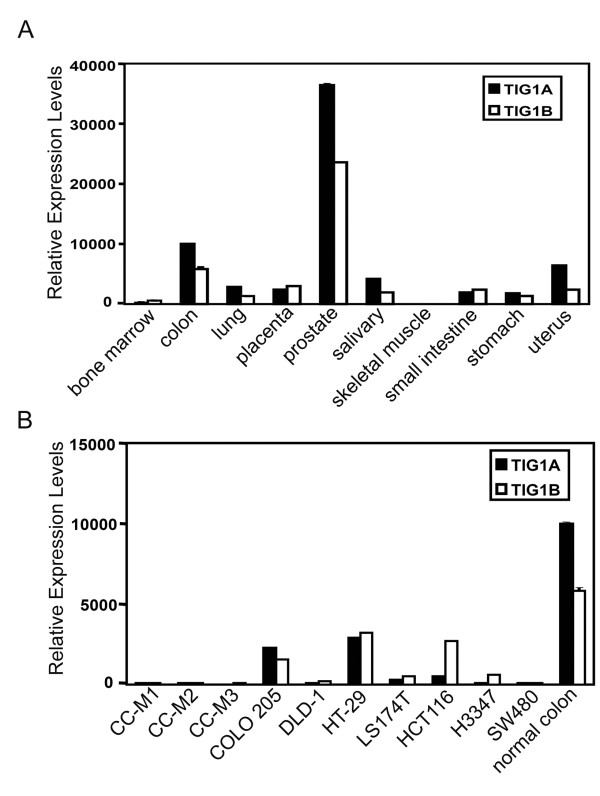
**TIG1A and TIG1B expression in normal tissues and colon cancer cell lines**. Real time RT-PCR analysis of TIG1A and TIG1B mRNAs from normal human tissues (A) and colon cancer cell lines (B). Relative TIG1A and TIG1B mRNA levels were first normalised to GAPDH levels and then normalised to TIG1A levels in the normal colon, which was set at 10,000 units. Data represent the means and SDs from triplicate sample wells.

### Effect of TIG1 isoforms on growth of HCT116 cells

The activities of TIG1A and TIG1B were measured in HCT116 cells that exhibited high transfection efficiency and were previously shown to have a hypermethylated *TIG1 *gene. Ectopically expressed recombinant TIG1A and TIG1B protein isoforms with the expected molecular weights of 36.7 and 29.2 kDa, respectively, were detected in HCT116 cells after transient transfection for 24 h (Figure 2A). The effects of TIG1A and TIG1B expression on HCT116 cell growth were first analysed using the WST-1 cell proliferation assay. After 48 h, HCT116 cell growth was significantly inhibited by 27 and 25% following transient transfection with constitutive TIG1A and TIG1B expression vectors, respectively (Figure 2B). Similarly, colony formation of HCT116 cells was significantly suppressed by 63.3 and 89.2% upon transient transfection with TIG1A and TIG1B expression vectors, respectively and maintenance in G418-containing media for 8 days (Figure 2C). The effect of TIG1 isoform expression on cell death was also determined by measuring the release of lactate dehydrogenase in transiently transfected HCT116 cells. Significantly increased cell death (10.3 to 24.6%) was detected in TIG1B-transfected cells; however, cell death was weakly, but significantly, repressed by 5.3 to 12.4% in TIG1A-transfected cells (Additional file 1).

**Figure 2:**
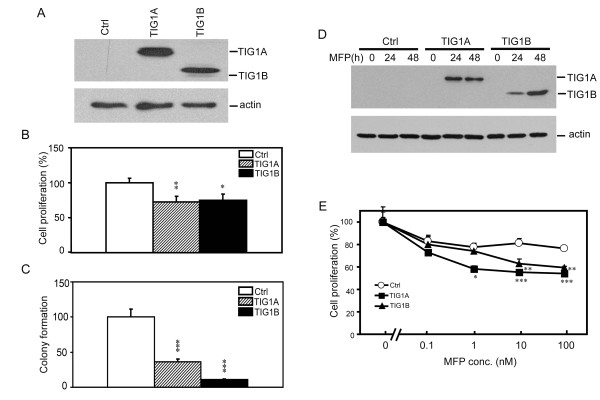
**Suppression of HCT116 cell growth by TIG1A and TIG1B**. (A) Western blot analysis of TIG1 isoforms in transiently transfected HCT116 cells. Cells were transiently transfected with the indicated expression vectors for 24 h. Expression of TIG1A and TIG1B was detected using an anti-myc antibody. β-actin expression served as a loading control. (B) Analysis of the effects of TIG1 isoforms on cell proliferation using the WST-1 cell proliferation assay. Cells were transiently transfected with the indicated constitutive expression vectors for 48 h after which cell proliferation was measured. Data represent the mean and SD of the percentage of cell proliferation performed in triplicate and are representative of two independent experiments. (C) The effects of TIG1 isoforms on HCT116 colony formation. Cells were transiently transfected with the indicated constitutive expression vector, and colony formation was determined. Data represent the mean and SD of percentage colony formation normalised to the control performed in triplicate. Results are representative of three independent experiments. (D) Analysis of TIG1A and TIG1B expression in stable cell lines. TIG1A, TIG1B, or control stable clones were incubated in the presence or absence of 5 nM MFP for 0 - 48 h, and expression of TIG1 isoforms was analysed using Western blots analysis and anti-V5 antibody. β-actin expression served as a loading control. (E) Effects of TIG1 isoform expression on the growth of TIG1 stable cells. TIG1 and control stable clones were incubated with various concentrations of MFP or vehicle alone for 48 h. Cell proliferation was measured using the WST-1 assay. Data represent the mean and SD of percentage of cell proliferation performed in triplicate. Results are representative of three independent experiments. *, *P *< 0.05; **, *P *< 0.01; ***, *P *< 0.001 compared with control stable cells incubated with the indicated concentration of MFP. Ctrl, control.

As production of stable cells constitutively expressing TIG1A or TIG1B protein was unsuccessful, inducible TIG1A, TIG1B, and control stable cells were established from HCT116 cells using the GeneSwitch system [18] in which target protein expression is induced by exposure to MFP. Exposure to 5 nM for 24 to 48 h profoundly increased expression of TIG1A or TIG1B in respective TIG1A or TIG1B stable cells, but not the control stable cells (Figure 2D). Expression of both TIG1A and TIG1B was induced after exposure to 0.1 - 100 nM MFP for 48 h (data not shown).

To verify that TIG1A and TIG1B expression influenced HCT116 cell growth, proliferation was assessed in stable clones incubated with various concentrations of MFP (Figure 2E). Cell proliferation, as determined by WST-1 cell proliferation assay, was inhibited by MFP (0.1 - 100 nM) in control stable cells with a maximal inhibition of 25.4% by 100 nM MFP. Induction of TIG1A and TIG1B expression by MFP treatment resulted in a concentration-dependent inhibition of cell growth in both TIG1A and TIG1B stable cells. When compared with MFP-treated control stable cells, 29.6 and 22.2% inhibition of cell growth was observed in TIG1A and TIG1B cells, respectively, incubated with 100 nM MFP for 48 h (Figure 2E). The release of lactate dehydrogenase as an indicator of cell cytotoxicity in stable cells exposed to 5 nM MFP for 1 to 2 days was also analysed; however, no increase in cell death was observed (data not shown). As 5 nM MFP efficiently induced expression of recombinant TIG1 isoforms, this concentration was chosen for microarray analysis to avoid the identification of genes differentially regulated by TIG1A or TIG1B in cells exposed to a high concentration of MFP.

### Analysis of gene expression profiles in TIG1A and TIG1B stable cells

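HCT116 is a colon cancer cell line, and its stable clones carry TIG1A, TIG1B or an empty vector under an inducible promoter that is switched on by mifepristone (MFP). Gene expression was measured on 9 Affymetrix HG-U133 Plus 2.0 arrays, 3 each for control, TIG1A and TIG1B stable cells. All 9 cultures had received 5 nM MFP for 24 h and each group stands for 1 stable line, so that a difference between groups holds both the induced TIG1 isoform and whatever else separates the lines. The deposited values are signal intensities on a linear scale, 1 per probe set, which the authors made with GeneChip Operating System 1.1.1 and scaled to a common target. On each array the mean intensity without the lowest and highest 2% of probe sets is 500, and the median intensity ranges from 59.9 to 73.9. Intensities below 1 were set to 1 and log2-transformed. A probe set was kept when it reached the median of its array on at least 2 of the 3 arrays of a group, which left 29977 of 54675 probe sets, covering 13407 genes. Groups were compared with limma's moderated test on the 9 arrays together, and p-values were adjusted by the Benjamini-Hochberg procedure. Gene lists fixed before the data were examined were tested with limma's camera, which compares the genes of a list with all other genes at a preset correlation of 0.01, and with fry, whose p asks whether the genes of a list move, on balance, in one direction and makes no comparison with other genes. Where a group lay below the median of its array on all 3 arrays, the fold is a lower bound taken against those medians. Centring each array on its median, in place of the deposited scaling, moves the median log2 fold change of all kept probe sets from -0.044 to 0.12 for TIG1A and from -0.030 to 0.12 for TIG1B against control cells. The small number of arrays limits the precision of every value.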

To examine the effects of TIG1A and TIG1B on the gene expression profile of HCT116 cells, stable cells were incubated with 5 nM MFP for 24 h after which they were analysed using the human HGU133 Plus 2.0 microarray (Additional file 2). Genes differentially expressed by greater than two-fold (relative to expression in control cells) in TIG1A (Additional file 3) or TIG1B (Additional file 4) stable cells were selected for analysis. 

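The induced gene itself, RARRES1 (the gene of TIG1; chromosome 3 of GRCh38, from 158696892 to 158732457), had the largest log2 fold change of all kept probe sets in both stable lines. On the probe set of the study's tables its intensity was 4.24 ± 1.19 (SD, n = 3 arrays) in control cells, 62881 ± 4179 in TIG1A cells and 39336 ± 4496 in TIG1B cells. Because the control signal lies below the array medians, the rise is given as at least 876-fold in TIG1A cells and at least 547-fold in TIG1B cells (adjusted p = 2.49e-07 and 3.68e-07 from limma). A further probe set rose from 37.2 ± 28.4 in control cells to 47764 ± 7812 and 21742 ± 4651, at least 661-fold and 299-fold (adjusted p = 0.00532 and 0.0101). TIG1A and TIG1B cells did not differ past the threshold on either probe set, with log2 differences of 0.68 (adjusted p = 0.268) and 1.14 (adjusted p = 0.623). The remaining probe set of the gene did not reach the intensity filter.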

Following induction of TIG1A expression, a total of 108 and 21 genes were significantly upregulated or downregulated, respectively (Additional file 3). Similarly, upon induction of TIG1B expression, a total of 41 and 14 genes were upregulated or downregulated, respectively (Additional file 4). 

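In TIG1A stable cells 858 probe sets rose and 960 fell against control cells at an adjusted p under 0.05 from limma, and 485 and 460 of them did so by at least 2-fold. They represent 654 genes with a rise and 747 with a fall. Leaving out 1 array moved the total of 1818 to between 282 and 3009. It was 3009, 402 and 1105 without control 1, 2 and 3, 834, 343 and 282 without TIG1A 1, 2 and 3, and 866 and 825 without TIG1B 2 and 3. By at least 2-fold it was 1565 and 356 without control 1 and 2, 328 and 274 without TIG1A 2 and 3, and 614 without TIG1B 3, against 945. KCNK9, which encodes a background potassium channel, rose from 96.2 ± 69.8 (SD, n = 3) to 1763 ± 488, a log2 fold change of 4.48 (standard error 0.58, adjusted p = 0.0114 from limma). PDE7A, a phosphodiesterase that breaks down cyclic AMP, rose at least 4.15-fold (adjusted p = 0.014) and DHRS7, a short-chain dehydrogenase, at least 4.07-fold (adjusted p = 0.0325).
Lower bounds were smaller for MIA, a secreted protein known from melanoma (2.32-fold, adjusted p = 0.0152), WAPL, which releases cohesin from chromatin (2.24-fold, adjusted p = 0.00649), and PRKAA2, a catalytic subunit of AMP-activated kinase (1.30-fold, adjusted p = 0.0281). The same holds for the zinc finger gene ZNF7 (1.20-fold, adjusted p = 0.00635), which lies in a stretch of chromosome 8 with a median log2 fold change of 0.66, and for ETFRF1 (1.08-fold, adjusted p = 0.0324). EHF, an ETS factor of epithelial cells, rose on a probe set too dim for a bound (adjusted p = 0.00807).
Among the genes that fell, UCKL1, a uridine kinase homolog, was at least 1.80-fold lower (adjusted p = 0.0269), the non-coding LINC00208 1.64-fold (adjusted p = 0.0099) and GLI3, a transcription factor of Hedgehog signaling, 1.42-fold (adjusted p = 0.0251). BCL2L15 of the BCL2 family was at least 1.39-fold lower (adjusted p = 0.0189), the protease inhibitor SERPINB7 1.37-fold (adjusted p = 0.048) and the Src-family kinase LCK 1.33-fold (adjusted p = 0.00713). Bounds of 1.11-fold were found for the chemokine CXCL14 (adjusted p = 0.00951) and the bone morphogenetic protein antagonist CHRDL1 (adjusted p = 0.00713), and of 1.06-fold for NDST1, an enzyme of heparan sulfate synthesis (adjusted p = 0.0302). GPR61, an orphan receptor, fell from a signal too dim for a bound (adjusted p = 0.014).
No other kept probe set of PDE7A, DHRS7, WAPL, PRKAA2, ETFRF1, UCKL1, GLI3 or BCL2L15 passed in the same direction. The intensities of the groups did not overlap for 9207 probe sets, 30.7% where chance gives 10%, and the share of called probe sets that rose was 47.2% here, 78.1% after median centring (1274 up, 357 down) and 52.8% after quantile normalization (994 up, 889 down).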

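TIG1B stable cells differed from control cells in 535 probe sets at an adjusted p under 0.05 from limma, 210 up and 325 down, of which 156 and 216 by at least 2-fold. They stand for 175 genes with a rise and 255 with a fall. With 1 array left out the 535 became 1224, 96 and 248 without control 1, 2 and 3, 342, 155 and 201 without TIG1A 1, 2 and 3, and 79, 77 and 130 without TIG1B 1, 2 and 3. By at least 2-fold, the 372 became 730, 96 and 229 without control 1, 2 and 3, 151 and 182 without TIG1A 2 and 3, and again 79, 77 and 130 without TIG1B 1, 2 and 3. Next to RARRES1, MLF1, a regulator first found in a leukemia fusion gene, rose at least 4.30-fold (adjusted p = 0.0179), and RPAIN, which carries replication protein A into the nucleus, rose from 50.4 ± 40.6 (SD, n = 3) to 386.4 ± 77.1 (adjusted p = 0.042 from limma). Its control mean lies below the array medians, so no fold is given. PDE7A and WAPL, both raised in TIG1A cells, were at least 2.27-fold and 1.85-fold higher (adjusted p = 0.0412 and 0.0116). The bounds were 1.54-fold for the transporter gene SLC22A23 (adjusted p = 0.0444), 1.53-fold for FRAS1 of the extracellular matrix (adjusted p = 0.00967) and 1.29-fold for the phosphatase gene CTDSPL (adjusted p = 0.0101). ZNF7 (adjusted p = 0.0127) and IGSF10 (adjusted p = 0.0232) rose without a bound above 1. In TIG1A cells MLF1, RPAIN, FRAS1 and CTDSPL rose as well (adjusted p = 0.0114, 0.0254, 0.00532 and 0.00532 from limma). So did ZNF7 and IGSF10 (adjusted p = 0.00635 and 0.0101), while SLC22A23 did not pass there (adjusted p = 0.0621).
AGER, the receptor for advanced glycation end products, was at least 2.83-fold lower in TIG1B cells (adjusted p = 0.0331), the ETS factor ETV1 2.37-fold (adjusted p = 0.0127), the non-coding ASMTL-AS1 2.34-fold (adjusted p = 0.0363), the folate carrier SLC19A1 2.11-fold (adjusted p = 0.00358) and the corepressor gene HR 1.84-fold (adjusted p = 0.0179). Smaller bounds held for HCG4B (1.28-fold, adjusted p = 0.0487), the centrosomal gene CEP89 (1.22-fold, adjusted p = 0.0331), the pseudogene PRKXP1 (1.17-fold, adjusted p = 0.0437), the organic anion transporter SLC22A8 (1.09-fold, adjusted p = 0.0283) and the protocadherin PCDHGB6 (1.03-fold, adjusted p = 0.0179).
ETV1 belongs to a row of 100 neighbouring measured genes on chromosome 7, from FAM20C to OSBPL3, of which 92 had a lower signal in TIG1B cells. Their median log2 fold change was -0.75 in TIG1B and -0.060 in TIG1A cells, 26 of them fell in TIG1B cells, and the other 522 measured genes of the chromosome had a median of -0.0043. In camera the 4 runs of 25 genes that make up this row had adjusted p of 5.18e-12 to 2.92e-05, and none with an estimated correlation, the lowest of any run in TIG1B cells being an adjusted p = 0.0694.
No other kept probe set of MLF1, PDE7A, WAPL, RPAIN, FRAS1, SLC22A23, HR, SLC19A1, ASMTL-AS1 or CEP89 passed in the same direction. Groups did not overlap for 7461 probe sets (24.9%, where chance gives 10%). The called probe sets that rose made up 39.3%, against 70.5% after median centring (251 up, 105 down) and 47.4% after quantile normalization (255 up, 283 down).

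**Figure D1:**
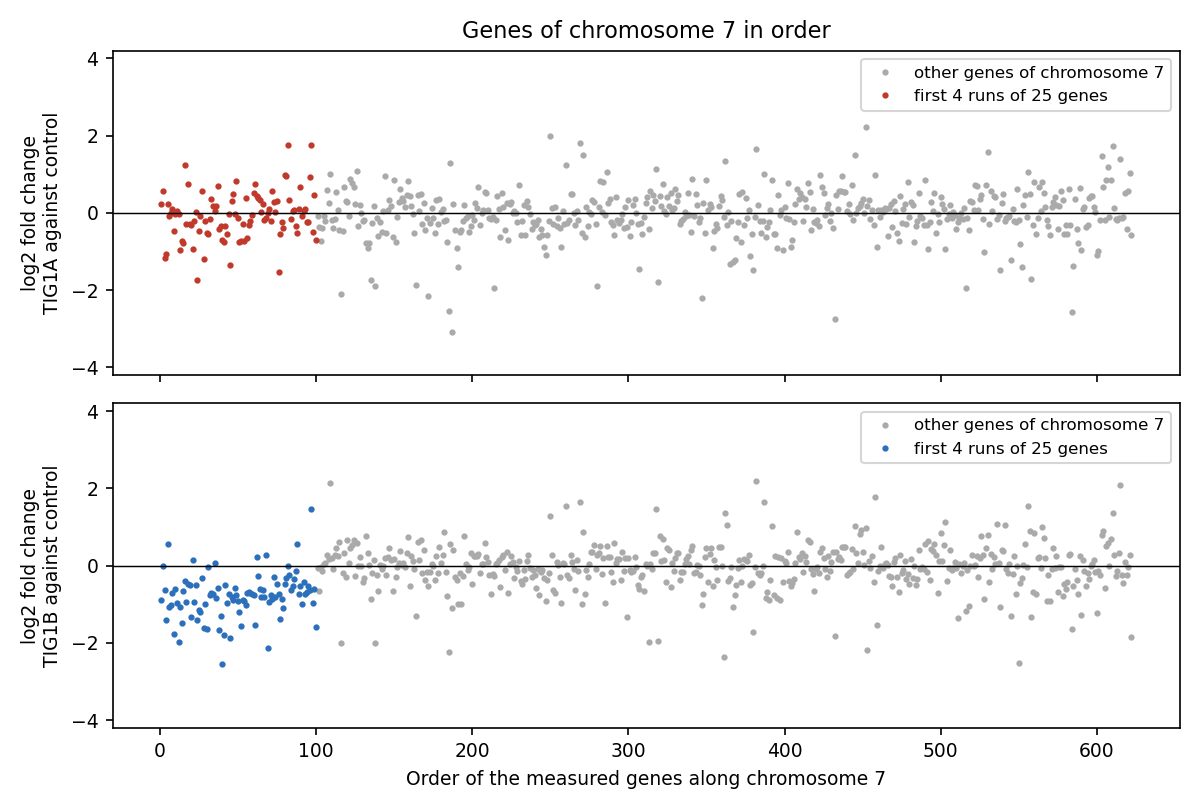
Log2 fold change against control cells (vertical axis) of each measured gene of chromosome 7 in order of position (horizontal axis), in TIG1A cells (upper panel) and TIG1B cells (lower panel); coloured points are the 100 genes from FAM20C to OSBPL3 and grey points all others. In TIG1B cells 92 of the coloured points lie below 0.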

A total of 23 of the upregulated genes and 6 of downregulated genes identified were detected upon both TIG1A and TIG1B induction (Figure 3, Additional file 5). 

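Both lines shared 150 probe sets that rose and 184 that fell against control cells, and 1 changed in opposite directions. The 334 shared ones became 889, 56 and 170 without control 1, 2 and 3, 189, 75 and 84 without TIG1A 1, 2 and 3, and 49, 43 and 73 without TIG1B 1, 2 and 3. The 1 with opposite directions belongs to FAM220A in the lowered stretch of chromosome 7 (0.83 in TIG1A and -0.77 in TIG1B cells, adjusted p = 0.021 and 0.0436), named after its values were seen. Among shared genes with a rise was RAB2A, a GTPase of transport between endoplasmic reticulum and Golgi (log2 fold change 2.27 in TIG1A and 1.90 in TIG1B cells, standard error 0.19, adjusted p = 0.00532 and 0.0101 from limma). Others were the tyrosine kinase FES (1.80 and 1.05, standard error 0.14, adjusted p = 0.00532 and 0.0218) and the mitochondrial superoxide dismutase SOD2 (1.48 and 1.18, adjusted p = 0.00635 and 0.0139). The study's shared table holds no gene symbol SOD2, so this name rests on the array annotation. The 5 other kept probe sets of RAB2A had log2 fold changes of 0.16 to 0.43 in TIG1A cells, and none passed. Shared genes with a fall included the amino acid transporter SLC7A5 (-1.27 and -1.22, adjusted p = 0.0116 and 0.0218), the Mediator subunit MED15 (-1.58 and -1.33, adjusted p = 0.00635 and 0.0131), RBM38, an RNA-binding protein (-1.23 and -1.17, adjusted p = 0.00936 and 0.017), and AP2A1 of the clathrin adaptor (-1.22 and -1.19, adjusted p = 0.0101 and 0.0179). FES was higher in TIG1A than in TIG1B cells by a log2 difference of 0.75, which did not pass (adjusted p = 0.0907).
Independent lists of these sizes would share 6.01 probe sets up and 10.4 down, 16.4 in all. In 100 simulations of groups without change set against the same controls, the mean overlap was 0.01 and the highest 1. As no group changed there, few calls could be shared. This overlap therefore does not measure what the shared controls add where both lines changed. Across probe sets, which are not independent replicates, the log2 fold changes of both lines had a correlation of 0.651 (0.498 in simulations, at most 0.517), and their covariance exceeded the simulated one by 0.22. As both comparisons use the same 3 control arrays, part of the excess over independent lists may come from the shared controls. Shared probe sets that rose were 44.9% here, 80.4% after median centring (189 up, 46 down) and 54% after quantile normalization (188 up, 160 down).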

Among the 29 genes regulated by both TIG1A and TIG1B isoforms, genes related to the p53 (wild type p53-induced gene 1 [WIG1] and small ubiquitin-like modifier 2 [SUMO2]), Wnt (homeobox B7 [HOXB7]), interleukin (eukaryotic translation elongation factor 1 epsilon 1 [EEF1E1]), chemokine and cytokine (GRK5 and EEF1E1), and G-protein coupled receptor (GCPR; GRK5) signaling pathways were identified.

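Of the named genes shared by both isoforms, EEF1E1, a cofactor of the aminoacyl-tRNA synthetase complex, rose in both lines, from 174 ± 23 (SD, n = 3) in control cells to 366 ± 35 in TIG1A and 424 ± 43 in TIG1B cells (log2 fold changes 1.08 and 1.29, standard error 0.16, adjusted p = 0.0146 and 0.0179 from limma). HOXB7, a homeobox transcription factor, rose on the listed probe set (0.96 and 0.93, adjusted p = 0.0242 and 0.0435), while a pair of brighter probe sets had -0.46 and -0.39 in TIG1A cells (adjusted p = 0.164 and 0.228) and -0.22 and -0.25 in TIG1B cells. WIG1, now named ZMAT3 and known as a p53-induced RNA-binding protein, rose in TIG1A cells on the listed probe set (0.95, adjusted p = 0.0391), with 0.94 in TIG1B cells (adjusted p = 0.0668), and its 4 other probe sets did not pass in either line. SUMO2, a ubiquitin-like modifier, rose in TIG1A cells (1.16, adjusted p = 0.0308) and did not pass in TIG1B cells (0.97, adjusted p = 0.0801). Neither ZMAT3 nor SUMO2 differed between the lines past the threshold (adjusted p = 0.993 and 0.788). Of the genes that the study assigns to pathways among the shared ones, GRK5, ZMAT3 and HOXB7 entered the list test. The probe sets of the other 2 have no gene name in the annotation used here. As a list the 3 did not pass camera in TIG1A cells (adjusted p = 0.187), in TIG1B cells (adjusted p = 0.263) or between the lines (adjusted p = 0.369). In TIG1A cells they passed on the mean of all probe sets (adjusted p = 0.0256) and by fry (adjusted p = 0.00589). All 3 are in the study's tables and were chosen on these arrays, so the list is not independent evidence. In TIG1A cells 1 of them passed, 2 up and 1 down when adjusted over the list alone, and in TIG1B cells 1 did when adjusted over the list alone.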

**Figure 3:**
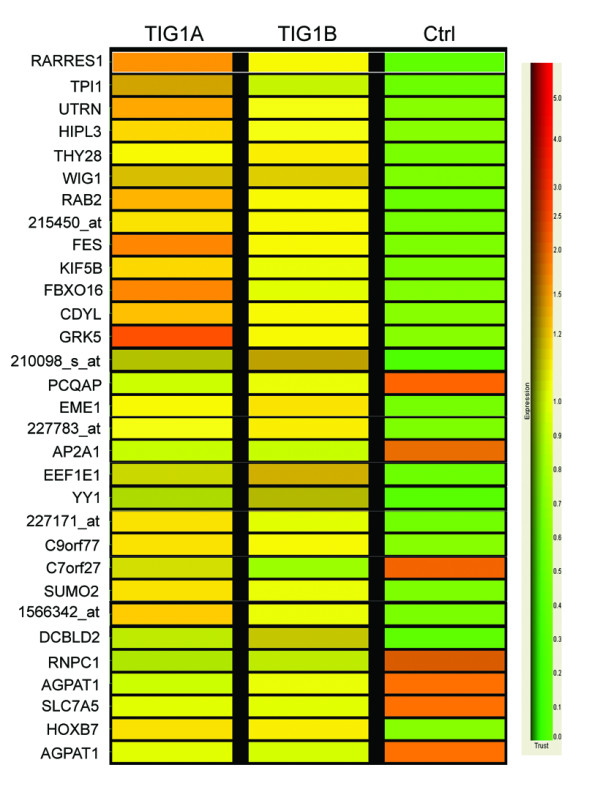
**Microarray analysis of genes differentially regulated by both TIG1A and TIG1B in HCT116 cells**. Control (Ctrl), TIG1A, and TIG1B stable cells were treated with 5 nM MFP for 24 h. Profiles of gene expression were then determined using microarray analysis. After comparing to the gene expression in control cells, genes upregulated or downregulated by greater than two-fold in both TIG1A and TIG1B stable cells were subjected to hierarchical clustering. Average expression was defined by the GeneSpring^® ^software. The relative scale of upregulation (red) or downregulation (green) of gene expression is shown in the right panel.

### Upregulation of GRK5 and TCF7 upon TIG1A and TIG1B expression in HCT116 cells

The Wnt signaling pathway is stimulated by the GPCR ligand, prostaglandin E2, through enhanced nuclear β-catenin localisation and β-catenin/TCF-mediated transactivation [22]. GRK5 is a member of family proteins that attenuate GPCR activities. Therefore, GRK5 and TCF7 were selected for further analysis. 

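GRK5, a kinase that phosphorylates activated GPCRs and so attenuates them, rose in TIG1A cells on both of its bright probe sets. On the listed probe set the intensity was 487 ± 115 (SD, n = 3) in control, 2155 ± 132 in TIG1A and 905 ± 91 in TIG1B cells, a 4.51-fold rise in TIG1A cells (log2 fold change 2.17, standard error 0.20, adjusted p = 0.00635 from limma). On a brighter one it was 1086 ± 401, 6924 ± 1217 and 2593 ± 523, a log2 fold change of 2.74 in TIG1A cells (standard error 0.32, adjusted p = 0.00951). In TIG1B cells these probe sets had log2 fold changes of 0.92 and 1.31, which did not pass (adjusted p = 0.0663 and 0.0892), and TIG1A exceeded TIG1B by 1.25 and 1.42 (adjusted p = 0.0555 and 0.134). A pair of dimmer probe sets had 0.65 and 0.26 in TIG1A cells (adjusted p = 0.118 and 0.623) and -0.38 and -0.15 in TIG1B cells. GRK5 lies on chromosome 10 of GRCh38 from 119207571 to 119459745, at the start of 64 neighbouring measured genes up to CYP2E1 whose median log2 fold change was 0.31 in TIG1A cells and 0.026 in TIG1B cells.
TCF7, a transcription factor that acts with β-catenin (chromosome 5, from 134108218 to 134148210), had intensities of 4414 ± 1409 in control, 8336 ± 940 in TIG1A and 5270 ± 673 in TIG1B cells. Its log2 fold change of 0.96 in TIG1A cells missed the threshold (standard error 0.24, adjusted p = 0.0582) and reached it after median centring (1.13, adjusted p = 0.0431) and without control replicate 3 (adjusted p = 0.0344). In TIG1B cells it was 0.30 (adjusted p = 0.549), and between the lines 0.66 (adjusted p = 0.302).
Among 15 measured genes of GPCR desensitisation, 2 rose in TIG1A cells and 1 in TIG1B cells, with 2 in each line when adjusted over the list alone. RGS2, which ends signaling by Gq-coupled receptors, rose in both lines (2.63 and 2.84, standard error 0.37, adjusted p = 0.014 and 0.0201). The list did not pass camera (median 0.069 and 0.10, adjusted p = 0.322 and 0.13), although fry gave a balance upward in both (adjusted p = 0.00637 and 0.00938), and between the lines its median was -0.17 and its mean 0.0024 (adjusted p = 0.665). Of 8 measured genes of the prostaglandin E2 pathway, PTGER4, the EP4 receptor, rose in TIG1A cells (0.95, adjusted p = 0.0382; 1 when adjusted over the list alone) and had 0.85 in TIG1B cells (adjusted p = 0.0858; 1 when adjusted over the list alone), a difference of 0.10 between the lines (adjusted p = 0.877). The list had medians of -0.20 and 0.13 (adjusted p = 0.684 and 0.31) and of -0.34 between the lines (adjusted p = 0.189). GRK5 and PTGER4 are the members of these lists that the study's tables hold.
As prostaglandin E2 stimulates Wnt signaling through a GPCR and GRK5 attenuates GPCR activities, the paper reasons that GRK5 and TCF7 deserved further analysis.

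**Figure D2:**
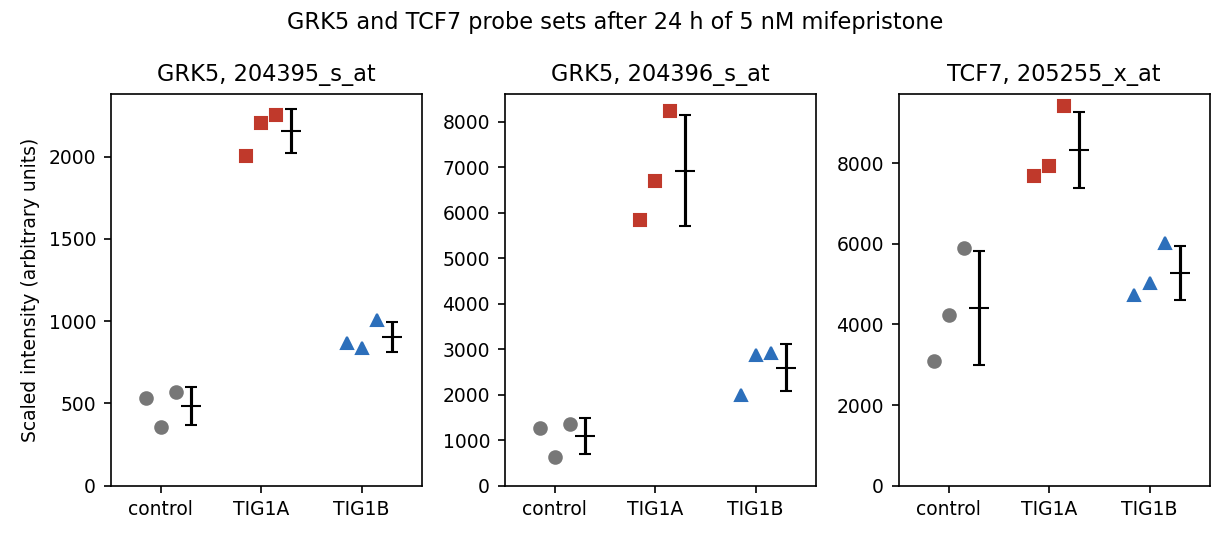
Scaled signal intensity (vertical axis) on each array for 2 probe sets of GRK5 and 1 of TCF7, by stable line (horizontal axis): grey circles are control, red squares TIG1A and blue triangles TIG1B cells, with the mean and SD as bars. On both GRK5 probe sets the TIG1A arrays lie above all control arrays.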

Upon exposure to 5 nM MFP for 24 h, TIG1A and TIG1B mRNAs levels were increased by 107.1- and 29.2-fold, respectively (Figure 4A). Compared with control stable cells, basal TIG1A and TIG1B mRNA levels in TIG1A and TIG1B stable cells not exposed to MFP were 166.2- and 37.8-fold higher, respectively. These results suggest the presence of a weak basal activity of the inducible promoter although basal levels of TIG1 fusion proteins were not detected by Western blot analysis (Figure 2D and Figure 4B). Induced expression of TIG1A and TIG1B by MFP treatment resulted in significantly increased GRK5 (24.3- and 45.9-fold, respectively) and TCF7 (16.3- and 35.8-fold, respectively) mRNA levels (Figure 4A). Basal levels of GRK5 and TCF7 mRNA in TIG1A and TIG1B stable cells were similar to those in control cells.

**Figure 4:**
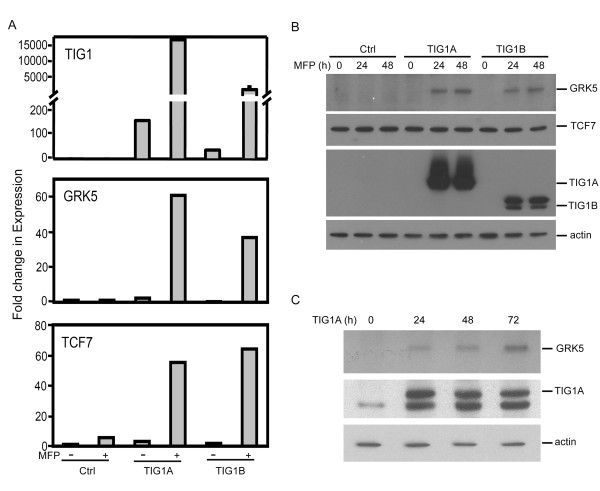
**Effects of TIG1A and TIG1B on GRK5 and TCF7 expression in HCT116 cells**. (A) Real time RT-PCR analysis of gene expression in inducible stable cells. Stable HCT116 clones were treated with 5 nM MFP for 24 h. Total RNA was extracted and relative levels of the indicated mRNAs were measured by real-time RT-PCR. Data represent the mean and SD of fold changes in gene expression performed in triplicate after normalisation to the results obtained from vehicle-treated control stable cells. Results shown are representative of 2 independent experiments. (B) Western blot analysis of the effects of TIG1 isoforms on GRK5 and TCF7 expression in stable cells. Stable HCT116 clones were treated with 5 nM MFP for 0 to 48 h. Cell lysates were prepared, and expression of TIG1A, TIG1B, GRK5, TCF7 and β-actin was determined by Western blot analysis. (C) Up-regulation of GRK5 expression in HCT116 cells transiently transfected with a TIG1A expression plasmid. Cells were transiently transfected with constitutive TIG1A expression vector for 0 to 72 h. TIG1A, GRK5 and β-actin expression from total cellular lysates was determined by Western blot analysis. Ctrl, control.

TIG1-mediated regulation of GRK5 and TCF7 protein expression was examined using Western blot analysis. No GRK5 protein was detected in MFP-treated control cells or in TIG1A and TIG1B stable cells in the absence of MFP treatment. Increased GRK5 protein expression (65 kDa) was observed in TIG1A and TIG1B stable cells exposed to 5 nM MFP for 24 to 48 h (Figure 4B). Compared with cells exposed to MFP for 24 h, GRK5 protein levels were increased by 22 and 75% in TIG1A and TIG1B stable cells exposed to MFP for 48 h, respectively. Similarly, basal GRK5 protein was not detected in HCT116 cells (Figure 4C), while GRK5 protein expression was upregulated in HCT116 cells transiently transfected with the constitutive TIG1A expression vector for 24 to 72 h. GRK5 protein levels were increased (relative to 24 h transfected cell levels) by 58 and 179% after transfection for 48 and 72 h, respectively. Regardless of TCF7 mRNA upregulation, neither TIG1A nor TIG1B expression influenced TCF7 protein levels after exposure to MFP for 24 and 48 h (Figure 4B).

### Silencing of GRK5 expression decreases TIG1-mediated suppression of cell growth

To evaluate the role of GRK5 in TIG1-mediated inhibition of HCT116 cell proliferation, RNA interference was employed. TIG1A stable cells were transiently transfected with siRNAs specific for both TIG1 isoforms or GRK5 and then immediately exposed to 5 nM MFP for 24 h. TIG1A protein levels were reduced by 53.7% in cells transfected with TIG1 siRNA, while GRK5 protein levels was reduced by 51.7% in GRK5 siRNA transfected cells, determined by Western blotting analysis (Figure 5A). In control siRNA transfected TIG1A cells, cellular growth was significantly inhibited to 70.2% of control levels upon MFP exposure that induced TIG1A expression. Silencing of TIG1A or GRK5 expression significantly alleviated TIG1A-mediated growth suppression to 80 and 88.2% of control growth, respectively (*P *< 0.05 and *P *< 0.001, respectively; Figure 5B). Levels of cell growth in MFP-treated TIG1A cells transfected with GRK5 siRNA were slightly higher, but not significant, than that of cells transfected with TIG1 siRNA.

**Figure 5:**
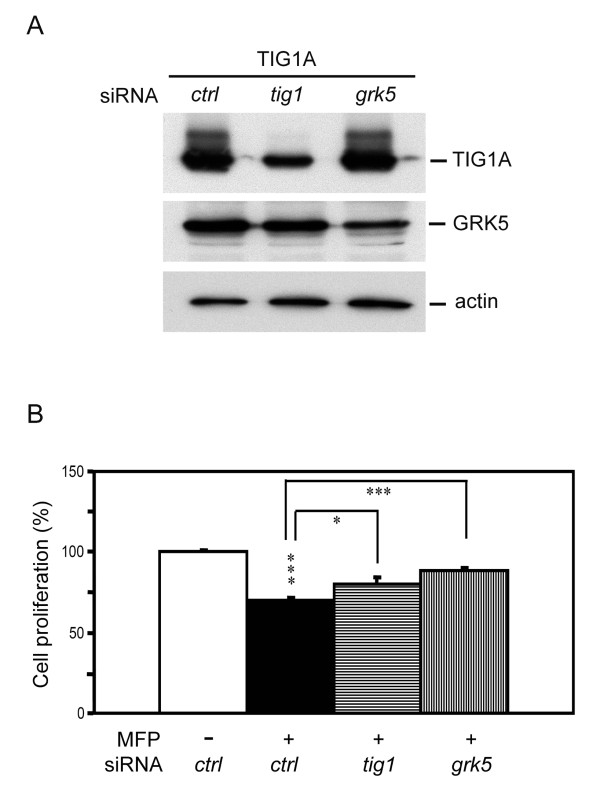
**Effects of TIG1A and GRK5 siRNAs on TIG1A-mediated suppression of HCT116 cell growth**. (A) TIG1A cells were transfected with the indicated siRNA after which they were immediately incubated with MFP (5 nM) for 24 h. Expression of TIG1A, GRK5, and actin was examined by Western blot analysis using anti-myc, anti-GRK5, and anti-actin antibodies, respectively. (B) Inducible TIG1A stable cells were plated in triplicate overnight, and then transfected with the indicated siRNA, and incubated in the presence or absence of 5 nM MFP for 48 h. Cell proliferation was measured using the WST-1 method. Relative levels of cell growth were normalised to that of control siRNA transfected cells without MFP treatment. *, *P *< 0.05 and ***, *P *< 0.001.

### Both TIG1A and TIG1B isoforms suppressed cell growth and induced GRK5 expression in SW620 colon cancer cells

To verify the cell independent effect of TIG1 isoform expression in colon cancer cells and to evaluate the effect of TIG1 on cells established from metastatic lesions, TIGA, TIG1B, and control stable clones were established from SW620 colon cancer cells derived from a colon cancer lymph node metastasis. Compared with HCT116 cells, relative TIG1A mRNA levels were higher in SW620 cells. However, TIG1B mRNA levels were lower in SW620 cells (Figure 6A). Upon exposure to 5 nM MFP for 24 to 48 h, enhanced GRK5 protein expression was accompanied by induced expression of the TIG1A or TIG1B recombinant protein isoform in the respective stable, but not in control cells (Figure 6B). Growth in TIG1A and TIG1B stable SW620 cells was decreased (compared to growth in control stable cells) by 39 and 39.8%, respectively, upon exposure to 100 nM MFP (Figure 6C). The release of lactate dehydrogenase was determined in stable cells exposed to 5 nM MFP for 1 to 2 days; no increase in cell death was observed (data not shown).

**Figure 6:**
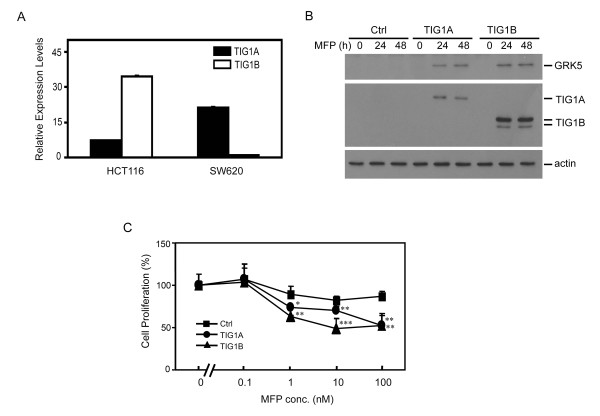
**Effect of stable TIG1 expression on GRK5 expression and cell growth of SW620 colon cancer cells**. (A) Real time RT-PCR analysis of TIG1A and TIG1B mRNA levels from HCT116 and SW620 colon cancer cell lines. (B) GRK5 expression in inducible TIG1 stable cells established from SW620 cells. Control or inducible TIG1A and TIG1B stable cells were plated overnight and then incubated with 5 nM MFP for 0 to 48 h. Expression of GRK5, TIG1 isoforms, and actin were analysed by Western blotting. (C) Effects of TIG1 isoform expression on SW620 cell growth. Inducible TIG1 and control stable clones were plated in triplicate overnight and then incubated with the indicated concentrations of MFP for 48 h. Cell proliferation was measured using the WST-1 method. Data represent the mean and SD of the percentage of cell proliferation performed in triplicate. *, *P *< 0.05; **, *P *< 0.01; ***, *P *< 0.001 compared with control stable cells incubated with the indicated concentration of MFP. Ctrl, control.

## Discussion

TIG1 is a retinoid-inducible tumour suppressor. Although studies have demonstrated that TIG1B suppresses cell growth and invasion, the function of TIG1A has not been reported. In this study, both TIG1A and TIG1B were downregulated in colon cancer cell lines, and their expression suppressed the growth of colon cancer cells. 

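Lists of apoptosis, p53 target, differentiation, epithelial and retinoic acid genes did not pass camera in either line. Of 20 measured apoptosis regulators, BNIP3, a mitochondrial protein of the BCL2 family, and BID, which links death receptors to mitochondria, rose in TIG1A cells (log2 fold changes 1.84 and 0.62, standard errors 0.15 and 0.12, adjusted p = 0.00532 and 0.0313 from limma), and 18 did not pass (7 up and 3 down when adjusted over the list alone). BNIP3 lies in the chromosome 10 stretch that starts at GRK5, and was 1.26 higher in TIG1A than in TIG1B cells (adjusted p = 0.0291). In TIG1B cells BIRC2, an inhibitor of apoptosis in a stretch of chromosome 11 whose 502 measured genes had medians of 0.23 in TIG1B and -0.23 in TIG1A cells, rose by 0.77 (adjusted p = 0.0423), the single member past the threshold also when adjusted over the list alone. The apoptosis list had medians of 0.099 in TIG1A (adjusted p = 0.165) and 0.013 in TIG1B cells (adjusted p = 0.263). In TIG1A cells it passed camera on the mean of all probe sets (adjusted p = 0.0175), and fry gave a balance upward (adjusted p = 0.00681). Of 21 measured p53 target genes, TP53INP1, a stress-induced partner of p53, rose in TIG1A cells (1.31, adjusted p = 0.0365; 1 when adjusted over the list alone). The list had medians of 0.11 and 0.24 (adjusted p = 0.159 in TIG1A and 0.0588 in TIG1B cells, where limma called none and 5 were higher and 1 lower at an unadjusted p under 0.05). In TIG1B cells it passed without a filter (adjusted p = 0.019), on the mean of all probe sets (0.0267), and without control replicate 1 (0.0269) or TIG1B replicate 1 (0.0203). Without both arrays numbered 1, an alternative added later, it passed too (0.032).
For 11 measured markers of colon epithelial differentiation, limma called none in either line (2 higher in TIG1A cells, and 1 higher and 2 lower in TIG1B cells, at an unadjusted p under 0.05). The medians were 0.019 and 0.29 and the means -0.027 and -0.0064 (adjusted p = 0.684 and 0.886), so that median and mean differ in sign. Of 18 measured genes of epithelial junctions and keratins, GRHL2, a transcription factor of epithelial cells in a raised stretch of chromosome 8, and CDH1, which encodes E-cadherin, rose in TIG1A cells (0.87 and 0.59, adjusted p = 0.0152 and 0.0481). KRT19, a keratin, and PKP3, a desmosomal plakophilin, fell (-0.66 and -0.55, adjusted p = 0.0267 and 0.0477), and KRT19 fell in TIG1B cells as well (-0.66, adjusted p = 0.0435). This list had a median of -0.097 in TIG1A cells (adjusted p = 0.597) and -0.13 in TIG1B cells (adjusted p = 0.263). Both signs turn after median centring. When adjusted over the list alone, 2 up and 3 down passed in TIG1A cells and 1 down in TIG1B cells. Among 8 measured retinoic acid-responsive genes limma called none (2 higher and 1 lower in TIG1A cells, and 1 higher and 2 lower in TIG1B cells, at an unadjusted p under 0.05), and the list did not pass (median 0.021, adjusted p = 0.806, and median -0.52, adjusted p = 0.353). Between the lines, none of these 5 lists passed camera (adjusted p = 0.548 for apoptosis, p53 target and epithelial junction genes, 0.718 for colon differentiation with a median of -0.25 and a test upward, 0.444 for retinoic acid). The study's tables hold 1 member each of the apoptosis, p53 target and epithelial lists.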

Various genes involved in cell signaling pathways associated with the regulation of cellular growth, differentiation, and apoptosis were differentially expressed followed the induction of TIG1A or TIG1B expression in HCT116 cells, while expression of GRK5, a protein that desensitises GPCR signaling, was upregulated by both TIG1 isoforms. GRK5 silencing alleviated TIG1A-mediated growth suppression by 60.5%. The extent of growth reversion and inhibition of GRK5 expression was largely similar in TIG1A expressing cells transfected with GRK5 siRNA, suggesting that GRK5 plays a pivotal role in TIG1-mediated growth inhibition of HCT116 colon cancer cells.

Loss of TIG1 expression through promoter DNA hypermethylation occurs in many tumour tissues [5-11], suggesting that the loss of TIG1 provides a survival advantage to tumour cells. This notion is supported by findings from this and previous studies [2,7,10] demonstrating the growth and invasion suppressive activities of TIG1 in prostate, endometrial, nasopharyngeal, and colon cancer cells. The strong growth suppressive activities of TIG1 are also supported by the unsuccessful establishment of TIG1B stable cells from endometrial cancer cells observed previously [10]. Similarly, we have failed to establish constitutive TIG1A and TIG1B stable clones from CC-M2, SW620, and HCT116 colon cancer cells. Therefore, the inducible GeneSwitch system, with reported low basal expression, was used in our study [18,20].

In our study, both TIG1 isoforms exhibited growth suppressive activities in transiently transfected HCT116 cells and TIG1-expressing stable HCT116 and SW620 cells. However, only TIG1B was shown to induce cell death of transiently transfected HCT116 cells. This may explain the greater inhibition of colony formation in TIG1B-transfected HCT116 cells, compared with in TIG1A transfected cells. In inducible stable cells, MFP alone exhibited growth suppressive activity in both HCT116 and SW620 cells. This may be related to the relatively weak (22.2 to 39.8%) TIG1-mediated growth inhibition of stable TIG1A and TIG1B expressing cells.

MFP, a competitive progesterone receptor antagonist, serves as progesterone receptor or estrogen receptor agonist in the absence of progesterone [23] or estrogen [24], respectively. Colon cancer tissues express estrogen and progesterone receptors [25]. Several studies have demonstrated that the estrogen receptor may play a role in the growth inhibition of colon cancer cells *in vitro *[26] and *in vivo *[27]. This may explain the weak growth suppressive activity of MFP on stable control HCT116 and SW620 cells. The weak growth suppressive activity of MFP on colon cancer cells may mask the growth suppressive and/or cell death inducing activities of the TIG1A and TIG1B isoforms on colon cancer cells. This may be related to the lack of cell death induction in both stable TIG1 cells established from HCT116 and SW620 cells followed by TIG1A or TIG1B expression upon MFP exposure. We also examined cell cycle progression in stable HCT116 cells and found that TIG1A, but not TIG1B, significantly decreased the progression of cells from the G1 phase to the S phase in MFP (5 nM)-treated, serum-deprived stable HCT116 cells re-stimulated with complete medium for 12 h (Additional file 6). Therefore, TIG1 isoforms may induce growth suppression of colon cancer cells through multiple mechanisms.

GRK5 is a serine/threonine kinase and is ubiquitously expressed in most tissues [28], suggesting the physiological significance of this protein. GRK5 desensitises the activation of the GPCR signaling pathway by inducing the phosphorylation of agonist-bound GPCR, which in turn leads to uncoupling of the receptor from the G protein and subsequent inhibition of signaling [19]. In addition to inhibiting GPCR-mediated physiological processes, the activity of GRK5 is also mediated through non-GPCR pathways. For example, GRK5 directly phosphorylates the PPPSP motifs on the single transmembrane low density lipoprotein receptor-related protein 6 (LRP6) and stimulates Wnt/LRP6 signaling [29]. GRK5 is also expressed in the nucleus and functions as a kinase for p53 [30] and histone deacetylase [31]. Further, GRK5-mediated phosphorylation increases histone deacetylase activity [32] and promotes p53 degradation [30]. Finally, GRK5 binds IκBα, inducing nuclear accumulation and leading to suppression of NFκB-mediated transactivation and cell growth *in vitro *and *in vivo *[33,34].

In the present study, we observed partial, but significant, reversion of TIG1-mediated growth suppression in TIG1A-expressing HCT116 cells after transfection with TIG1 and GRK5 siRNA. The partial reversion of TIG1-mediated growth inhibition may due to incomplete knockdown of TIG1A and GRK5 protein expression (see Figure 5A). The fact that knockdown of GRK5 expression using GRK5 siRNAs significantly alleviated TIG1A-mediated growth inhibition suggests that GRK5 plays an important role in regulating TIG1A-mediated growth in HCT116 cells. GRK5 participates in multiple signaling pathways at the plasma membrane and nucleus (as described above), which may explain the slightly higher, although not statistically significant, reversion of TIG1A-mediated growth suppression in TIG1A expressing cells using GRK5 siRNA compared with the cells transfected with TIG1A siRNA. Elevated PGE2 levels, which lead to enhanced GPCR signaling, play an important role in colorectal carcinogenesis [35]. Whether the effects of GRK5 on TIG1A-mediated cellular changes are related to inhibition of GPCR, non-GPCR, or both pathways merits further investigation.

In TIG1A-expressing cells, genes participating in p53 (seven in absentia homolog 1 [SIAH1]), Wnt (protein phosphatase 3 [PPP3CA], TCF7, AT rich interactive domain 1A [ARID1A], SIAH1, and Nuclear factor of activated T-cells, cytoplasmic 1 [NFATC1]), chemokine and cytokine (NFATC1, Rho-associated, coiled-coil containing protein kinase 2 [ROCK2], signal transducer and activator of transcription 2 [STAT2], and forkhead box D1 [FOXD1]), and GPCR (guanine nucleotide binding protein, alpha stimulating [GNAS]) signaling pathways were differentially upregulated. In addition, genes participating in angiogenesis (fibroblast growth factor receptors 2 and 3 [FGFR2 and FGFR3], protein tyrosine phosphatase, non-receptor type 6 [PTPN6], STAT2, and platelet-derived growth factor C [PDGFC]) and fibroblast growth factor signaling (FGFR2, PPP2R2C and FGFR3) were specifically upregulated. Furthermore, most signal pathways involving genes differentially regulated by TIG1B were similarly expressed in TIG1A expressing cells. 

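Most genes that the paper assigns to signaling pathways in TIG1A cells rose there on the probe set of its table. SIAH1, a ubiquitin ligase induced by p53, rose from 2395 ± 350 (SD, n = 3) to 6621 ± 178, a log2 fold change of 1.48 (standard error 0.14, adjusted p = 0.00704 from limma), and 1.62 on a further probe set (adjusted p = 0.0407). In TIG1B cells it had 0.41 (adjusted p = 0.181), and the direct contrast of the lines passed (1.07, adjusted p = 0.0343). FOXD1, a forkhead transcription factor, and STAT2, a mediator of interferon signaling, rose in TIG1A cells (1.06 and 0.95, adjusted p = 0.012 and 0.021) and did not pass in TIG1B cells (0.58 and 0.80, adjusted p = 0.0881 and 0.0548), with differences between the lines of 0.49 and 0.15 (adjusted p = 0.207 and 0.757).
Other probe sets of some genes differed. ARID1A, a subunit of a chromatin remodelling complex, rose on the listed probe set (0.95, adjusted p = 0.022) and fell on a pair of others (-1.23 and -0.75, adjusted p = 0.015 and 0.0357). PPP3CA, the catalytic subunit of calcineurin, rose on its listed probe set (1.21, adjusted p = 0.0187), with 0.49 to 0.75 on 3 others that did not pass. NFATC1, a transcription factor activated by calcineurin, rose likewise (0.98, adjusted p = 0.0144), and 4 others did not pass. GNAS, the stimulatory G protein subunit, rose on its listed one (0.95, adjusted p = 0.0147; 0.93 above TIG1B cells, adjusted p = 0.0461), with 0.05 to 0.12 on 5 bright others that did not pass.
Of the list of these pathway genes 7 of 9 entered the list test, on the brightest probe set per gene. The other 2 have probe sets without a gene name in the annotation used here. In TIG1A cells 4 rose, 5 when adjusted over the list alone (median 0.95, camera adjusted p = 4.81e-05, adjusted p = 0.085 with an estimated correlation), but the study chose the list on these arrays and its tables hold all 7, so it is not independent evidence.
In the list of 13 measured Wnt/β-catenin target genes, AXIN2, a feedback inhibitor of the pathway, rose (1.31, adjusted p = 0.021) and SOX9, a transcription factor of intestinal progenitors, fell (-0.90, adjusted p = 0.0397); CCND1, which encodes cyclin D1, had -0.72 (adjusted p = 0.0803). When adjusted over the list alone 1 rose and 2 fell. The list did not pass camera (median -0.45, adjusted p = 0.143). It did without both arrays numbered 1, an alternative added later (adjusted p = 0.0469), and fry gave a balance downward (adjusted p = 0.0219). Of 13 measured NF-κB target genes, TNIP1, an inhibitor of the pathway, and NFKB1, a subunit of the factor, fell (-0.71 and -0.74, adjusted p = 0.0293 and 0.0414) and 11 did not pass (1 up and 5 down when adjusted over the list alone). This list was lower (median -0.41, adjusted p = 0.0414, adjusted p = 0.192 with an estimated correlation), and adjusted p = 0.05 after quantile normalization and 0.0612 without the intensity filter ended the call. It also did not pass without control replicate 3 (adjusted p = 0.131), TIG1A replicate 2 or 3 (0.0771 and 0.0516) or TIG1B replicate 1 (0.0526). In TIG1B cells limma called none of either list (1 higher and 3 lower, and 3 lower, at an unadjusted p under 0.05; 3 Wnt target genes lower when adjusted over the list alone), with adjusted p = 0.247 and 0.123 in camera, and between the lines these were 0.692 and 0.369. For NF-κB target genes fry gave a balance downward in TIG1B cells (adjusted p = 0.0323).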

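FGFR2, a receptor for fibroblast growth factors, rose in TIG1A cells on 3 probe sets, most on the one that went from 589 ± 156 (SD, n = 3) to 1559 ± 274 (log2 fold change 1.42, standard error 0.21, adjusted p = 0.0148 from limma). The others had 1.00 (adjusted p = 0.0471) and 0.75 (adjusted p = 0.0476). The gene lies in the chromosome 10 stretch that begins at GRK5. FGFR3, a related receptor, rose on both of its probe sets (1.59 and 1.11, adjusted p = 0.0217 and 0.0329). PDGFC, a growth factor for mesenchymal cells, rose on a pair of probe sets (1.48 and 0.97, adjusted p = 0.0148 and 0.0435). PPP2R2C, a regulatory subunit of protein phosphatase 2A, rose on its listed probe set (0.96, adjusted p = 0.0146) and not on 3 others (-0.51 to 0.15), and PTPN6, a phosphatase that dampens receptor signaling, had 0.85 and missed the threshold (adjusted p = 0.0543).
In TIG1B cells the same probe sets of FGFR2, FGFR3, PDGFC and PPP2R2C had 0.76, 0.34, 0.87 and 0.66 (adjusted p = 0.116, 0.538, 0.0947 and 0.0623), with 0.22 for PTPN6 (adjusted p = 0.603). In the direct contrast FGFR2, FGFR3, PDGFC and PPP2R2C were higher in TIG1A than in TIG1B cells by 0.66, 1.24, 0.61 and 0.30 without passing (adjusted p = 0.251, 0.121, 0.292 and 0.415).
Of 16 measured genes of fibroblast and platelet-derived growth factor signaling, 5 rose in TIG1A cells and 11 did not pass (7 rose when adjusted over the list alone). Apart from those above, these were FGF9, a secreted growth factor (2.83-fold, adjusted p = 0.0139), and PDGFRL, which resembles the extracellular part of a receptor (0.97, adjusted p = 0.0368). The list was higher in TIG1A cells (median 0.44, camera adjusted p = 0.0136, adjusted p = 0.333 with an estimated correlation) and did not pass without control replicate 3 (adjusted p = 0.0682), in TIG1B cells (median 0.34, adjusted p = 0.0892; limma called none, 3 higher at an unadjusted p under 0.05 and 2 when adjusted over the list alone) or between the lines (median 0.37, adjusted p = 0.183). Between the lines limma called none, with 8 higher and 3 lower at an unadjusted p under 0.05. There 7 were higher and 1 lower when adjusted over the list alone, and the mean was 0.055. The list passed in TIG1B cells without control replicate 1 (adjusted p = 0.0269) and between the lines without TIG1A replicate 1 (adjusted p = 0.0415). The study's tables hold 4 of its members. As these were chosen on the same arrays and the list was not retested without them, it is not fully independent evidence. The study's own list of angiogenesis and fibroblast growth factor genes had 5 of 6 in the list test, of which 4 rose, 5 when adjusted over the list alone (median 0.96, adjusted p = 4.81e-05, adjusted p = 0.085 with an estimated correlation). Its tables hold all 5, which were chosen on these arrays and are not independent evidence.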

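A pair of the fixed gene lists passed in both lines. Genes of sterol and fatty acid synthesis were higher, with medians of 0.29 in TIG1A and 0.44 in TIG1B cells over 18 measured members (camera adjusted p = 0.0142 and 0.000484; adjusted p = 0.367 and 0.325 with an estimated correlation). Limma called none of them singly (5 higher and 1 lower in TIG1A cells, 9 higher and 1 lower in TIG1B cells, at an unadjusted p under 0.05). When adjusted over the list alone, none passed in TIG1A cells, and in TIG1B cells 3 passed upward and 1 downward. These were IDI1 and FDPS of isoprenoid synthesis (1.00 and 0.72), TM7SF2 of cholesterol synthesis (0.98) and FASN, the fatty acid synthase (-0.51), with adjusted p over all probe sets of 0.0588, 0.114, 0.0667 and 0.136 from limma. The list did not pass by fry in TIG1A (adjusted p = 0.109) or TIG1B cells (adjusted p = 0.0559), nor by camera in TIG1A cells without control replicate 3 (adjusted p = 0.197), and the study's tables hold 3 of its members.
Genes of ERK feedback and immediate early genes were lower in both lines. In TIG1A cells 4 of 18 fell (9 when adjusted over the list alone). They were FOSL1, an AP-1 subunit in a stretch of chromosome 11 with lower signal (log2 fold change -2.30, standard error 0.19, adjusted p = 0.00532), DUSP5, a phosphatase of ERK (-1.59, adjusted p = 0.00726), the ETS factor ETV4 (-1.57, adjusted p = 0.0114) and EPHA2, an ephrin receptor (-0.86, adjusted p = 0.0196). In TIG1B cells ETV1 fell, at least 1.85-fold on the probe set with its highest mean (adjusted p = 0.0131), and 17 did not pass (4 fell when adjusted over the list alone). The list had medians of -0.40 and -0.28 (adjusted p = 0.000407 and 0.00787; adjusted p = 0.085 and 0.325 with an estimated correlation) and 1 member in the study's tables. FOSL1 and DUSP5 were lower in TIG1A than in TIG1B cells (-1.53 and -1.05, adjusted p = 0.0291 and 0.0482), ETV1 at least 1.86-fold higher (adjusted p = 0.027), and the list as a whole lower (median -0.28, adjusted p = 0.0306, adjusted p = 0.259 with an estimated correlation, adjusted p = 0.0878 on the mean of all probe sets and 0.145 without TIG1B replicate 2). Sterol genes did not differ between the lines past the threshold (median -0.069, adjusted p = 0.235).
In TIG1B cells the study's TIG1A pathway list had a median of 0.41, with 1 of 7 past the threshold and 4 when adjusted over the list alone, and its angiogenesis list a median of 0.34, with none called by limma and 2 of 5 higher at an unadjusted p under 0.05 and when adjusted over the list alone. Both passed camera (adjusted p = 0.0285; adjusted p = 0.325 with an estimated correlation). Both lost the call with a term for the replicate number (adjusted p = 0.0606), without control replicate 2 (0.0915) or 3 (0.0567) and without TIG1B replicate 2 (0.0588 for the pathway list, 0.0627 for angiogenesis). The pathway list also did after quantile normalization (0.073) and on the mean of all probe sets (0.133). The same holds without both arrays numbered 1, an alternative added later (0.0554). They are not independent evidence, as the study chose them on these arrays. Between the lines their medians were 0.47 and 0.61 (adjusted p = 0.000223 and 0.000481; adjusted p = 0.123 with an estimated correlation).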

Although TIG1 proteins belong to the latexin protein family, only the TIG1A isoform contains the complete latexin domain that spans amino acids 51 to 276. The TIG1B isoform contains only the N-terminal portion of the latexin domain. 

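Set against each other, TIG1A and TIG1B stable cells differed in 125 probe sets at an adjusted p under 0.05 from limma. Of these, 83 were higher in TIG1A cells and 42 in TIG1B cells (62 and 37 genes), 73 and 38 by at least 2-fold. The count ranged from 0 to 167 with 1 array left out. It was 64 without control 2, 14, 1 and 19 without TIG1A 1, 2 and 3, and 13, 0 and 17 without TIG1B 1, 2 and 3. With a term for the replicate number limma called 0, where 3974 probe sets had an unadjusted p under 0.05 with all arrays. DHRS2, a short-chain dehydrogenase of mitochondria and nucleus, had an intensity of 10855 ± 2192 (SD, n = 3) in TIG1A and 1370 ± 287 in TIG1B cells, and ARC, an immediate early gene, of 846 ± 62 and 125 ± 36 (adjusted p = 0.014 and 0.0368). RFTN1, a lipid raft protein, was higher in TIG1B cells, at 616 ± 72 against 142 ± 20 in TIG1A cells (adjusted p = 0.014). GIRGL, a non-coding RNA in the lowered chromosome 7 stretch of TIG1B cells, rose in TIG1A cells (log2 fold change 0.99, adjusted p = 0.0146), had -0.48 in TIG1B cells (adjusted p = 0.137) and was higher in TIG1A than in TIG1B cells by 1.46 (adjusted p = 0.023).
Of 26 measured genes of the secretory pathway, 5 rose, 4 fell and 17 did not pass in TIG1A cells (8 and 4 when adjusted over the list alone). SSR4, a subunit of the translocon-associated protein complex, rose (0.97, adjusted p = 0.014), whereas SCAMP4, a membrane protein of secretory carriers, and AP1M1 of the Golgi clathrin adaptor fell (-1.25 and -1.19, adjusted p = 0.0139 and 0.0144). In TIG1B cells 2 rose and 3 fell (5 and 4 when adjusted over the list alone), among them YIF1A, which acts in transport to the Golgi and lies in the chromosome 11 stretch (0.94, adjusted p = 0.0213), and KDELR1, which returns proteins to the endoplasmic reticulum (-0.86, adjusted p = 0.035). SCAMP4 fell in TIG1B cells as well (-1.09, adjusted p = 0.0326). The list was higher in TIG1A cells (median 0.23, camera adjusted p = 0.0142, adjusted p = 0.186 with an estimated correlation), with adjusted p = 0.0806 after quantile normalization and 0.055 without control replicate 1, and did not pass in TIG1B cells (median 0.16, adjusted p = 0.11), where fry gave a balance upward (adjusted p = 0.0323). Between the lines it did not pass either (median 0.081, adjusted p = 0.267; limma called none, with 3 higher and 3 lower at an unadjusted p under 0.05, and 2 higher and 1 lower when adjusted over the list alone). The study's tables hold 8 of its members. They were chosen on these arrays and the list was not retested without them, so it is not fully independent evidence. The intensities of TIG1A and TIG1B cells did not overlap for 7236 probe sets, 24.1% where chance gives 10%.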

A difference in the carboxyl terminus between the 2 TIG1 isoforms may explain why TIG1A differentially regulated more genes associated with cellular growth, apoptosis, and protein transportation and secretion than TIG1B. Despite the structural difference at the carboxyl terminus, both TIG1 isoforms suppressed cell growth. Thus, the N-terminal 224 amino acid fragment of TIG1A may underlie growth suppressive activity.

The present study also demonstrated that TIG1A but not TIG1B delayed progression from the G1 phase to the S phase in MFP-treated, serum-starved stable HCT116 cells after re-exposure to serum containing medium for 12 h (Additional file 6). This result suggests that the growth-related activities of the TIG1 protein may also reside in the carboxyl terminus region of the TIG1A protein, which is supported by the differential expression of a larger number of genes in TIG1A-expressing stable cells compared with TIG1B-expressing cells. 

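Genes of the cell cycle had lower signal in TIG1A cells. Of 22 measured G2/M genes, 5 fell and 17 did not pass (7 fell when adjusted over the list alone), and all 22 had a negative log2 fold change (median -0.38). CCNA2, which encodes cyclin A2, fell by 1.20 on the log2 scale (standard error 0.12, adjusted p = 0.00992 from limma), the mitotic kinase PLK1 by 0.79 (adjusted p = 0.0175), the checkpoint kinase BUB1B by 0.69 (adjusted p = 0.0284) and KIF23, a kinesin of cytokinesis, by 0.92 (adjusted p = 0.0421). The list passed camera (adjusted p = 2.49e-06), also with an estimated correlation (adjusted p = 0.044). Of 19 measured G1/S genes, 4 fell and 15 did not pass (11 fell when adjusted over the list alone; median -0.51). They were MCM7 and MCM3 of the replicative helicase (-0.90 and -0.72, adjusted p = 0.0314 and 0.0464), UNG, a DNA repair glycosylase (-0.75, adjusted p = 0.0302), and RRM2, a subunit of ribonucleotide reductase (-0.74, adjusted p = 0.0424). This list passed camera (adjusted p = 3.32e-05), but not with an estimated correlation (adjusted p = 0.333).
In TIG1B cells limma called none of the 22 or 19 genes (3 and 2 lower at an unadjusted p under 0.05, 2 G2/M genes lower when adjusted over the list alone). The medians were -0.14 and -0.19, and neither list passed (adjusted p = 0.0551 and 0.13; 0.00505 and 0.0241 after quantile normalization). G2/M genes passed without TIG1B replicate 1 (adjusted p = 0.0436) and G1/S genes without control replicate 1 (adjusted p = 0.000855). By fry G2/M genes had a balance downward (adjusted p = 0.00872). Fry tests against 0, and the G2/M median turns sign after median centring. In the direct contrast both lists were lower in TIG1A than in TIG1B cells, with medians of -0.26 and -0.42 (adjusted p = 8.79e-06 and 2.76e-05; adjusted p = 0.0631 and 0.491 with an estimated correlation), while limma called no single gene (7 and 8 lower at an unadjusted p under 0.05, none when adjusted over the list alone). By fry the difference of the G1/S genes did not pass (adjusted p = 0.101).
Histone genes went the other way. Of 7 measured, H2BC5, H2BC9 and H2BC12, which encode histone H2B, rose in TIG1A cells (1.78, 1.33 and 0.66, adjusted p = 0.00635, 0.0191 and 0.028), 5 when adjusted over the list alone (median 0.67, adjusted p = 7.99e-05, adjusted p = 0.123 with an estimated correlation). In TIG1B cells limma called none (2 higher and 1 lower at an unadjusted p under 0.05, 1 each when adjusted over the list alone; median 0.18, adjusted p = 0.493). Between the lines the list was higher in TIG1A cells (median 0.76, adjusted p = 3.47e-06, adjusted p = 0.123 with an estimated correlation), with H2BC5 past the threshold (1.16, adjusted p = 0.0368) and 5 genes when adjusted over the list alone. The study's tables hold 1 histone gene and no member of the cell cycle lists.

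**Figure D3:**
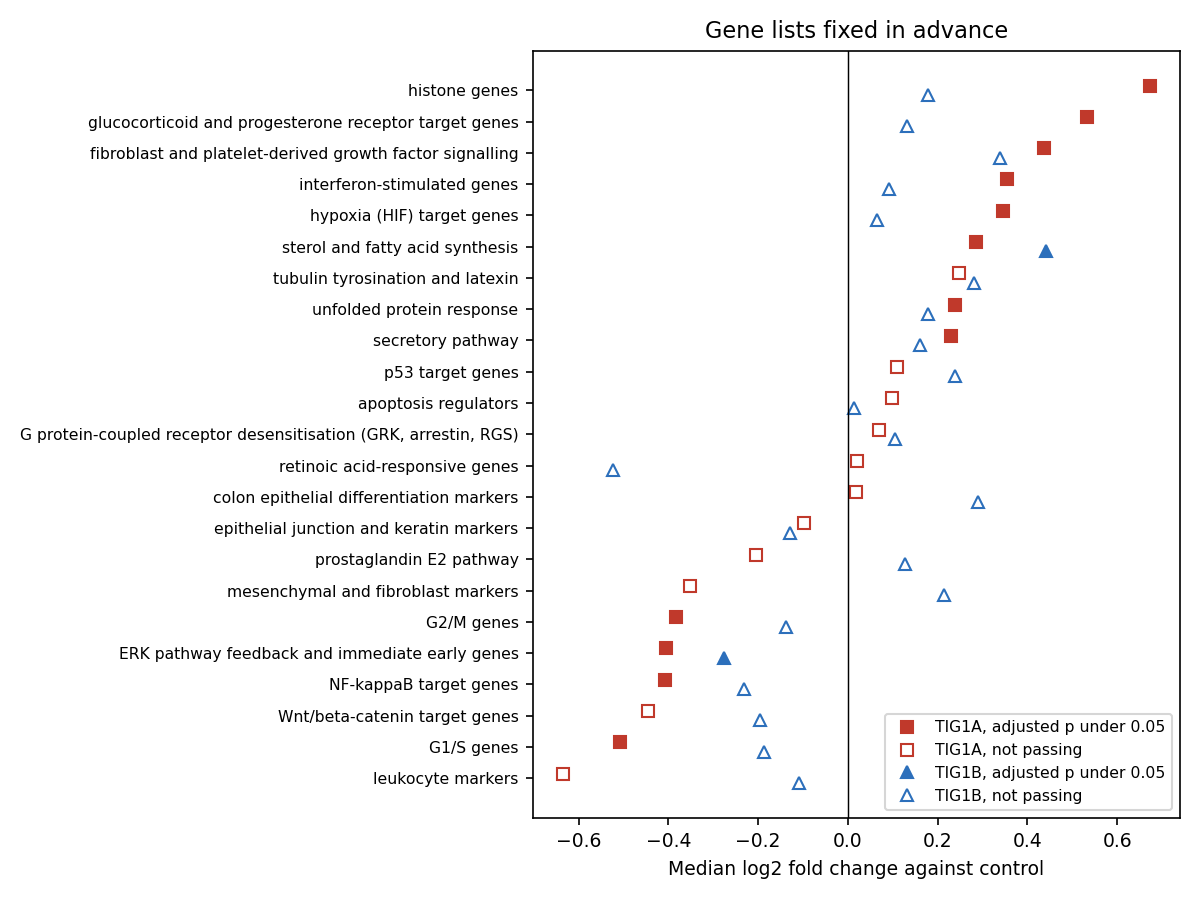
Median log2 fold change against control cells (horizontal axis) of the measured genes of 23 gene lists (vertical axis), as squares for TIG1A and triangles for TIG1B cells; filled symbols have an adjusted p under 0.05 in camera at the preset correlation. Both cell cycle lists are filled for TIG1A and open for TIG1B cells.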

Further analysis of the correlation between protein structure and biological activities of TIG1 will be important to elucidate the function of TIG1 proteins.

## Conclusion

In conclusion, we have demonstrated decreased expression of both TIG1 isoforms in colon cancer cell lines compared with expression in normal tissue. In addition, both TIG1 isoforms similarly suppressed colon cancer cell growth. Our findings suggest that TIG1-mediated growth suppression of colon cancer cells is mediated, at least in part, through GRK5. Further analysis of the genes differentially regulated by TIG1A and TIG1B expression will expand our understanding of the molecular mechanism of TIG1-mediated growth suppression in cancer cells.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

CCW initiated the study, performed experiments analysing the expression and activities of TIG1 isoforms using transient transfection, and contributed to the experimental design. FMT performed the majority of the experiments, contributed to the experimental design, and drafted the manuscript. RYS and CHW contributed to experimental design and data discussion. YMT established inducible HCT116 stable cell lines. SYJ designed and supervised the experiments, assisted in the writing of and proofed the manuscript. All authors read and approved the final draft of the manuscript.

## Acknowledgements

The study was supported in part by grants from the National Science Council (NSC 96-2320-B-303-003-MY3 and NSC 96-2314-B-303-010), the Buddhist Tzu Chi General Hospital, Taipei Branch (TCRD-TPE-96-C1-1), the National Defense Medical Center (DOH97-28-07-01), and the Tri-Service General Hospital (TSGH-C98-13-S04-012) Taipei, Taiwan. The authors thank the Core Laboratory of the Buddhist Tzu Chi General Hospital for facility support and Ms. Su-Ching Lin for technical assistance.

## Pre-publication history

The pre-publication history for this paper can be accessed here:

http://www.biomedcentral.com/1471-2407/11/175/prepub

## Supplementary Material

Additional file 1 **Effect of TIG1 isoform expression on HCT116 cell death**. HCT116 cells were plated in triplicate in 6-well plates overnight and then transfected with constitutive TIG1A, TIG1B or RIG1 expression vector or control vector. Supernatants were collected 1 to 3 days after transfection and lactate dehydrogenase activity was measured using a cytotoxicity detection kit (Roche, Nonnenwald, Germany). Lactate dehydrogenase activity was normalised to that of control-transfected cells. Cells transfected with the RIG1 expression vector, a retinoid-inducible proapoptotic protein, served as the positive control. Student's *t *test: *. *P *< 0.05; **, *P *< 0.01; ***, *P *< 0.001. Click here for file

Additional file 2 **Genes differentially regulated by TIG1A or TIG1B in HCT116 cells**. Control (Ctrl), TIG1A, and TIG1B stable cells were treated with 5 nM MFP for 24 h. Gene expression profiles were then determined using microarray analysis. After comparing to the gene expression in control cells, genes upregulated or downregulated by greater than two-fold in TIG1A (A) or TIG1B (B) stable cells were subjected to hierarchical clustering. Average expression was defined using GeneSpring^® ^software. The relative scale of upregulation (red) or downregulation (green) of gene expression is shown in the right panels. Click here for file

Additional file 3 **List of genes differentially regulated by the expression of TIG1A in HCT116 cells**. Click here for file

Additional file 4 **List of genes differentially regulated by the expression of TIG1B in HCT116 cells**. Click here for file

Additional file 5 **List of genes differentially regulated by both TIG1A and TIG1B in HCT116 cells**. Click here for file

Additional file 6 **Effects of TIG1A and TIG1B on cell cycle progression in HCT116 cells**. Control, TIG1A, and TIG1B stable cells were plated overnight and then incubated with 5 nM MFP containing complete medium for 24 h. Cells were serum starved for 24 h and then stimulated with complete medium for the indicated periods. Cells were harvested, fixed, and then incubated in propidium iodide solution. Cell cycle phase was analysed using Cytometrics FC500 (Beckman Coulter, Fullerton, CA, USA), and cell cycle phase distribution was analysed using the MultiCycle. Click here for file

# Supplementary material for: G protein-coupled receptor kinase 5 mediates Tazarotene-induced gene 1-induced growth suppression of human colon cancer cells
**Source:** BMC Cancer. 2011 May 17;11:175. doi: 10.1186/1471-2407-11-175
**Supplement:** Additional file 3 — List of genes differentially regulated by the expression of TIG1A in HCT116 cells.

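Entries of Supplementary Table I are probe sets, not genes, and of its 130 probe sets 109 are listed with higher and 21 with lower expression. All 130 passed the intensity filter and had the listed direction. At an adjusted p under 0.05 from limma 105 rose and 21 fell, and 60 and 21 did so by at least 2-fold. These 126 became 68 without control 2 and 81, 57 and 49 without TIG1A 1, 2 and 3. All 130 passed when adjusted over the list alone, which is not independent evidence, since the study chose the list on these arrays. The 4 that did not pass over all probe sets were those of TCF7, PTPN6, the mannosyltransferase PIGV (log2 fold change 0.92, adjusted p = 0.0612) and the glyoxalase HAGH (0.85, adjusted p = 0.0719). Some entries not named in the text were picked after their values were seen. Those that rose include AK4, a mitochondrial adenylate kinase (1.51, adjusted p = 0.0196), KMT2C, a histone methyltransferase (1.47, adjusted p = 0.00713), and CRIP1, a zinc-binding LIM protein (1.47, adjusted p = 0.0146). MAF1, a repressor of RNA polymerase III in a raised stretch of chromosome 8, rose by 1.30 (adjusted p = 0.00798) and was 1.18 higher than in TIG1B cells (adjusted p = 0.027). Lower entries include NF2, which encodes the tumor suppressor merlin (-1.32, adjusted p = 0.00635), the splicing regulator HNRNPL in a lowered stretch of chromosome 19 (-1.49, adjusted p = 0.0062), IGFBP2, which binds insulin-like growth factors (-1.39, adjusted p = 0.0139), and HEYL, a target of Notch (-1.17, adjusted p = 0.0146).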

Supplementary Table I. List of genes differentially regulated by the expression of TIG1A in HCT116 cells.

a Name of probe from the Affymetrix HGU-133 Plus 2.0 chip.

# Supplementary material for: G protein-coupled receptor kinase 5 mediates Tazarotene-induced gene 1-induced growth suppression of human colon cancer cells
**Source:** BMC Cancer. 2011 May 17;11:175. doi: 10.1186/1471-2407-11-175
**Supplement:** Additional file 4 — List of genes differentially regulated by the expression of TIG1B in HCT116 cells.

Supplementary Table 2. List of genes differentially regulated by the expression of TIG1B in HCT116 cells.

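All 56 probe sets of the TIG1B table, 42 listed as higher and 14 as lower, passed the intensity filter and had the listed direction. At an adjusted p under 0.05 from limma 28 rose and 14 fell, 21 and 14 by at least 2-fold. These 42 became 13 without control 2, 21 and 25 without TIG1A 2 and 3, and 13, 10 and 13 without TIG1B 1, 2 and 3. When adjusted over the list alone all 56 passed, which is not independent evidence, as the study picked them on these arrays. The entries named here were singled out after their values were seen. Several of the raised ones lie in the stretch of chromosome 11 that had higher signal in TIG1B cells, such as NDUFS8 of respiratory complex I (log2 fold change 1.34, adjusted p = 0.0346) and RDX, which links actin to the membrane (1.16, adjusted p = 0.0245). SCD, the stearoyl-CoA desaturase, rose by 0.89 (adjusted p = 0.0276). Among the lowered ones, EIF3B, a translation initiation factor, lies in the lowered stretch of chromosome 7 (-1.16, adjusted p = 0.0245). KLK6, a secreted serine protease, fell by 1.60 on the log2 scale (adjusted p = 0.0119) and was 1.94 higher in TIG1A than in TIG1B cells (adjusted p = 0.014). The calcium pump ATP2B1 and EPB41L4A, a band 4.1 protein, fell as well (-1.21 and -1.55, adjusted p = 0.017 for both) and were 1.09 and 1.21 higher in TIG1A than in TIG1B cells (adjusted p = 0.0356 and 0.0481).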

a Name of probe from the Affymetrix HGU-133 Plus 2.0 chip.

# Supplementary material for: G protein-coupled receptor kinase 5 mediates Tazarotene-induced gene 1-induced growth suppression of human colon cancer cells
**Source:** BMC Cancer. 2011 May 17;11:175. doi: 10.1186/1471-2407-11-175
**Supplement:** Additional file 5 — List of genes differentially regulated by both TIG1A and TIG1B in HCT116 cells.

Supplementary Table 3. List of genes differentially regulated by both TIG1A and TIG1B in HCT116 cells.

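Beyond the genes given at the Results, the shared list holds genes that rose in both lines, such as EME1, a nuclease of DNA repair (log2 fold change 1.28 in TIG1A and 1.40 in TIG1B cells, adjusted p = 0.00951 and 0.0127 from limma), the chaperonin subunit CCT4 (1.47 and 1.27, adjusted p = 0.00988 and 0.0232) and the transcription factor YY1 (1.03 and 1.17, adjusted p = 0.0332 and 0.0417). THYN1 (1.14 and 1.20, adjusted p = 0.0198 and 0.0316), the glycolytic enzyme TPI1 (1.34 and 0.93, adjusted p = 0.0106 and 0.0423) and the kinase HIPK3 (1.02 and 0.86, adjusted p = 0.0144 and 0.0357) belong here. So do ABHD17B, a depalmitoylase (0.98 and 0.90, adjusted p = 0.0106 and 0.0218), and CDYL, a chromatin reader (1.18 and 0.89, adjusted p = 0.0127 and 0.0413). A listed probe set without a gene name rose in both (1.79 and 2.00, adjusted p = 0.00532 and 0.0074). The probe set named DCBLD2 by the study and ST3GAL6 by the array annotation, did so too (1.07 and 1.20, adjusted p = 0.0297 and 0.0376). On the listed probe set several rose in TIG1A cells and did not pass in TIG1B cells: SNRPE of the spliceosome (1.42, then 1.34, adjusted p = 0.0592), the kinesin KIF5B (1.15, then 0.98, adjusted p = 0.0544), UTRN, which encodes utrophin (1.38, then 0.88, adjusted p = 0.0645), CCDC57 (1.01, then 1.08, adjusted p = 0.0562) and the ubiquitin ligase subunit FBXO16 (1.74, then 0.87, adjusted p = 0.0932). None of these 5 differed between the lines past the threshold (adjusted p = 0.165 to 0.934). UTRN passed in TIG1B cells on another probe set (0.88, adjusted p = 0.0485).
Lower in both lines were AGPAT1 of phospholipid synthesis (-1.38 and -1.18, adjusted p = 0.00798 and 0.0179), BRAT1, a partner of BRCA1 in the lowered stretch of chromosome 7 (-1.19 and -1.62, adjusted p = 0.0101 and 0.0104), and the microtubule-associated MAP7D1 (-1.35 and -1.04, adjusted p = 0.0106 and 0.0333).
Another kept probe set exists for 16 of the raised genes, RARRES1 (which its other probe set follows) and the probe set named differently by the study aside. The brightest of them had less than 0.5 times the listed log2 fold change for 12 genes in TIG1A and 13 in TIG1B cells, with medians of 0.079 and 0.068 beside 1.17 and 0.96 for the listed probe sets. Across the other called probe sets that rose and have another kept one, a brightest other probe set under 0.5 times was found for 53.2% (263 of 494) in TIG1A and 80.9% (93 of 115) in TIG1B cells. Another probe set of the gene passed for 2 of the 16 in TIG1A and 1 in TIG1B cells. Among those called probe sets this share was 32.4% (160 of 494) and 8.7% (10 of 115). Signal on the control probe sets for 28S ribosomal RNA was 3.29-fold higher in TIG1A and 2.69-fold higher in TIG1B than in control cells. It was 69.9 to 316 in control, 315 to 791 in TIG1A and 337 to 422 in TIG1B cells, so that control and TIG1A arrays overlapped. Each line alone against control had an exact permutation p = 0.2 for TIG1A and 0.1 for TIG1B cells. For 18S ribosomal RNA no fold is given, as 2 control arrays lay below their medians. Its signal was 29.5 to 109 in control, 218 to 474 in TIG1A and 269 to 336 in TIG1B cells, so that control arrays overlapped neither line. An exact permutation test of both lines against control gave p = 0.0238 for 28S and 0.0119 for 18S (adjusted p = 0.381 over 32 tests). No p under 0.0119 is possible in this test. A single test at that limit cannot pass after adjustment over 32 tests, so the adjusted p does not decide.

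**Figure D4:**
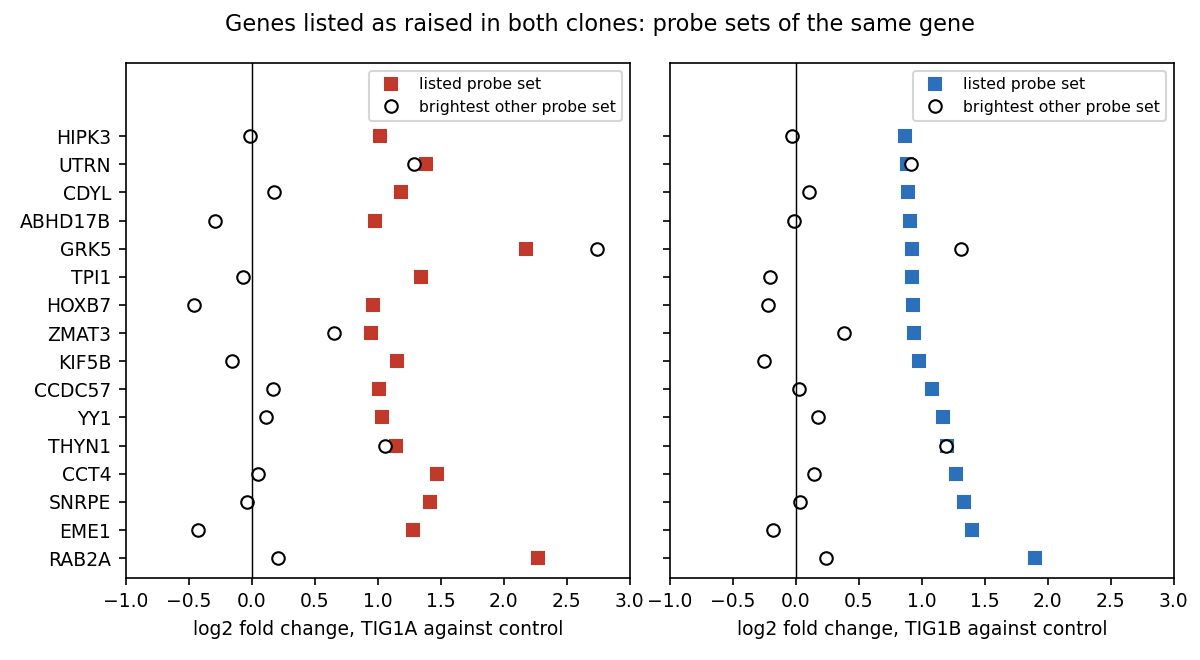
Log2 fold change against control cells (horizontal axis) in TIG1A (left) and TIG1B cells (right) for 16 genes of the shared list (vertical axis): filled symbols are the listed probe set and open symbols the brightest other probe set of the gene. Most open symbols lie near 0.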

| Gene Namea |  | GenBank/EMBL/DDBJ accession number | Fold Change | |  | Gene Symbol | Description |
| --- | --- | --- | --- | --- | --- | --- | --- |
| TIG1A | TIG1B |
| 206392_s_at |  | NM_206963 | 166.1 | 102.3 |  | RARRES1 | retinoic acid receptor responder (tazarotene induced) 1 |
| 210098_s_at |  | AF130102.1 | 3.9 | 4.4 |  |  | predicted protein of HQ0522 |
| 221960_s_at |  | NM_002865 | 5.4 | 4.1 |  | RAB2 | RAB2, member RAS oncogene family |
| 234464_s_at |  | NM_152463.2 | 2.7 | 2.9 |  | EME1 | essential meiotic endonuclease 1 homolog 1 (S. pombe) |
| 215450_at |  | NM_003094 | 3.0 | 2.8 |  | SNRPE | Small nuclear ribonucleoprotein polypeptide E |
| 213907_at |  | NM_004280 | 2.4 | 2.7 |  | EEF1E1 | Eukaryotic translation elongation factor 1 epsilon 1 |
| 227171_at |  | NM_006430 | 3.1 | 2.7 |  | CCT4 | Chaperonin containing TCP1, subunit 4 (delta) |
| 213873_at |  | NM_080927 | 2.4 | 2.6 |  | DCBLD2 | discoidin, CUB and LCCL domain containing 2 |
| 223711_s_at |  | CV869019 | 2.5 | 2.5 |  | THY28 | thymocyte protein thy28 |
| 1566342_at |  |  | 3.1 | 2.5 |  |  | Transcribed locus |
| 213494_s_at |  | NM_003403 | 2.3 | 2.5 |  | YY1 | YY1 transcription factor |
| 227783_at |  | NM_198082 | 2.3 | 2.3 |  |  | Coiled-coil domain containing 57 |
| 205418_at |  | NM_002005 | 3.9 | 2.3 |  | FES | feline sarcoma oncogene |
| 201991_s_at |  | NM_004521 | 2.5 | 2.2 |  | KIF5B | kinesin family member 5B |
| 213879_at |  | NM_006937 | 2.5 | 2.2 |  | SUMO2 | SMT3 suppressor of mif two 3 homolog 2 (yeast) |
| 1555609_a_at |  | AY037945 | 2.2 | 2.1 |  | WIG1 | p53 target zinc finger protein |
| 204778_x_at |  | NM_004502 | 2.2 | 2.1 |  | HOXB7 | homeo box B7 |
| 210050_at |  | NM_000365 | 2.8 | 2.1 |  | TPI1 | triosephosphate isomerase 1 |
| 204395_s_at |  | NM_005308 | 5.1 | 2.1 |  | GRK5 | G protein-coupled receptor kinase 5 |
| 227551_at |  | DN992915 | 2.2 | 2.1 |  | C9orf77 | chromosome 9 open reading frame 77 |
| 203098_at |  | NM_004824 | 2.5 | 2.1 |  | CDYL | chromodomain protein, Y-like |
| 225093_at |  | NM_007124 | 2.9 | 2.0 |  | UTRN | utrophin (homologous to dystrophin) |
| 228427_at |  | NM_172366 | 3.7 | 2.0 |  | FBXO16 | F-box protein 16 |
| 226297_at |  | NM_005734 | 2.3 | 2.0 |  | HIPK3 | Homeodomain interacting protein kinase 3 |
| 212430_at |  | AL928599 | 0.5 | 0.5 |  | RNPC1 | RNA-binding region (RNP1, RRM) containing 1 |
| 215535_s_at |  | NM_006411 | 0.5 | 0.5 |  | AGPAT1 | 1-acylglycerol-3-phosphate O-acyltransferase 1 |
| 234068_s_at |  | NM_014203 | 0.5 | 0.5 |  | AP2A1 | adaptor-related protein complex 2, alpha 1 subunit |
| 201195_s_at |  | NM_003486 | 0.5 | 0.5 |  | SLC7A5 | solute carrier family 7 (cationic amino acid transporter, y+ system), member 5 |
| 222175_s_at |  | AF328769 | 0.4 | 0.4 |  | PCQAP | PC2 (positive cofactor 2, multiprotein complex) glutamine/Q-rich-associated protein |
| 225437_s_at |  | NM_152743 | 0.5 | 0.4 |  | C7orf27 | chromosome 7 open reading frame 27 |

a Name of probe from the Affymetrix HGU-133 Plus 2.0 chip.

How the deposited data were processed for this re-analysis (not part of the article)

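Total RNA of HCT116 stable cells was measured on 9 Affymetrix HG-U133 Plus 2.0 arrays, 3 each for control, TIG1A and TIG1B cells, all after 5 nM mifepristone for 24 h. The deposited values are signal intensities on a linear scale, 1 per probe set, which the authors made with GeneChip Operating System 1.1.1 and scaled globally to a target of 500. The mean of every array without its lowest and highest 2% was checked and is 500, no pair of arrays is identical, and the further GeneSpring rescaling of the Methods is not in these values. Raw scans and detection calls were not used here, so the rule on Present calls was replaced by the intensity filter described next. The paper's text and the labels give different amounts of RNA for labelling (10 and 5 µg), and the description of the series gives mifepristone as 5 µM where the labels and the paper give 5 nM; the paper's conditions were taken.

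The 62 array control probe sets were set aside. A probe set was kept when its intensity was at or above the 50th percentile of its array on at least 2 of the 3 arrays of a group, which left 29977 of 54675 probe sets. The annotation of the array gives 1 gene symbol for 41097 probe sets, of which 41043 were matched by gene number to the GRCh38 gene table, several symbols for 1801 and none for 11777; the kept probe sets cover 13407 genes. Intensities under 1 were set to 1 before log2 transformation. A linear model with 1 mean per group was fitted with limma 3.58.1 in R 4.3.3 to all 9 arrays, with 6 residual degrees of freedom per probe set and a median of 1.84 prior degrees of freedom. TIG1A against control, TIG1B against control and TIG1A against TIG1B were tested with limma's moderated test, any difference among the 3 groups with its moderated F test, and p-values were adjusted by the Benjamini-Hochberg procedure at a threshold of 0.05. The fold limit was 2, as in the paper. Where all arrays of a group lay below their array median, folds were computed against those medians and are lower bounds, and no fold is given where this bound is not above 1.00.

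Gene lists (23, and 3 taken from the study's text) were written down in advance, after the paper's tables had been read. Members held by those tables had been chosen by the study on these arrays, and no list was retested without them. They were tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, on the brightest probe set per gene. Runs of 25 neighbouring genes along each chromosome were tested in the same way (524 runs of 13384 genes). Genes named in the text were chosen by a rule set in advance: every gene the paper names from the arrays, on all its probe sets; per comparison the 10 probe sets with the largest rise and the 10 with the largest fall among those past the threshold whose groups do not overlap; up to 4 members with the smallest p per list; and the genes of the shared table. Some genes that this rule covers are not reported here. Fold changes printed in the paper's tables had been seen. Genes named outside this rule are marked as chosen after their values were seen.

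The overlap of both lines was set beside the product of the list sizes over all probe sets and beside 100 simulations of groups without change against the same controls. With 3 control arrays the controls could not be divided between the comparisons. Ratios of the 3' and 5' control probe sets of actin and GAPDH, hybridisation, poly-A and ribosomal RNA controls were compared by exact permutation tests, for which 3 arrays against 3 allow no p under 0.1. The ratios of GAPDH and of actin differed by at most 1.07-fold between either line and control cells. Within the lines, the GAPDH ratio was 1.005 and 1.006 on TIG1A and TIG1B replicate 1. It was 0.899 to 0.905 on the other arrays of both lines.

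The model was tested on simulated data with the spread of these arrays. Of 100 probe sets with a true log2 change of 2, it called 67 in one line and 57 in the other, and of 100 with a log2 change of 1, 10 and 9, with 3 and 4 false calls and none in the wrong direction. In this simulation a change of 2-fold in a single probe set was therefore often missed. Few of its 29977 probe sets changed, whereas 1818 and 535 passed in the real comparisons of TIG1A and TIG1B with control. The adjusted threshold was thus less strict there, and the simulated shares do not carry over. The number of arrays limits the precision of every value.

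Alternative settings were quantile normalization, centring of each array on its median, an offset of 50 before the logarithm, no filter, a filter at the 75th percentile (14825 probe sets), the 6 arrays of a comparison alone, a term for the replicate number, eBayes with trend and robust options, the tests named in the Methods, runs of 15 genes, the mean over the probe sets of a gene, and each array left out in turn. Leaving out the TIG1A and TIG1B arrays numbered 1 together, and the methods' t-test after median centring, were added later. Other groupings of the arrays, 10 for a pair of groups and 100 drawn for the 3 groups, were run through the same model. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Polymerase chain reaction, protein, growth and knockdown data of the paper were not analysed here.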

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

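Chosen after the result was seen were the tests of scaling, of an effect in both lines and of copy number on chromosome 7, and the tests of a gain as the whole of the GRK5 rise on either probe set and of each run on its own on chromosome 10.

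In TIG1B cells 100 neighbouring genes at the start of chromosome 7, of which the paper's tables hold 7 and whose common position it does not discuss, had medians of -0.93 from FAM20C to EIF3B, -0.83 in the next 25 from CHST12, -0.77 from DAGLB to SNX13 and -0.59 from PRPS1L1 to OSBPL3. The median of the other genes of the chromosome lay 0.745 higher, which argues against one scaling factor per array. Run genes at or above the 75th percentile had a median of -0.81, which argues against dim probe sets, and the highest median of a TIG1B array was -0.77, which argues against one deviating array. An effect of raised TIG1 in either line is argued against by the median of -0.060 in TIG1A cells. A lower number of copies of this chromosome end in TIG1B cells cannot be told apart from other causes of a regional drop for these genes. Of the run genes outside the study's tables 91.4% were lower in TIG1B cells, but these genes were picked by that drop, so the share does not decide. An effect of the TIG1B isoform alone was not tested, as each isoform is present in 1 line.

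GRK5 opens a pair of runs on chromosome 10 with higher medians in TIG1A cells, 0.30 from GRK5 to OAT and 0.38 from LHPP to CYP2E1. Its log2 fold change of 2.74 exceeds that of every other of the 64 genes, the next being BNIP3 with 1.84, by 0.90, which on this brightest probe set argues against a gain of the chromosome end as the whole of the rise of GRK5. On the listed probe set (2.17, standard error 0.20) GRK5 exceeds BNIP3 (standard error 0.15) by 0.34, within 2 standard errors of the difference. For this probe set the comparison with BNIP3 alone does not decide, as the spread is too wide. The 64 genes together had a median of 0.31, with quartiles of 0.028 and 0.76. These values argue against an equal gain along the chromosome end as the whole of the rise on the listed probe set. The dimmer pair of probe sets (0.65 and 0.26) lies below BNIP3 and between these quartiles. Without the genes of the study's tables, 36 of the 39 genes from LHPP to CYP2E1 remain. They passed in TIG1A cells (adjusted p = 0.0328) and between the lines (2.7e-06), which argues against the removed genes alone carrying that run. With all 25 genes the run from GRK5 to OAT passed (adjusted p = 0.0141 in TIG1A cells and 0.00545 between the lines). Its 23 genes outside the study's tables had adjusted p = 0.0592 in TIG1A cells and 0.0359 between the lines. For these 23 genes a shift of the whole run and a few strong genes cannot be told apart, as the values lie on both sides of the threshold. With all genes neither run passed at an estimated correlation (adjusted p = 0.807 in TIG1A cells for both, and 0.25 and 0.2 between the lines). A part of the rise of GRK5 that came from such a shift may remain, and an effect of TIG1A on GRK5 itself stays open beside it.

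Other runs outside what the paper discusses passed in TIG1A cells: on chromosome 8 from MATN2 to FZD6 (0.47), CTHRC1 to CCN3 (0.19) and GPAA1 to C8orf33 (0.66), on chromosome 11 from FIBP to DPP3-DT (-0.57), on chromosome 16 from JMJD8 to JPT2 (-0.39), on chromosome 19 from PLPP2 to CNN2 (-0.40) and MAP4K1 to EID2 (-0.44), and on chromosome 20 from LINC00028 to BPIFA1 (-0.46). In TIG1B cells these were on chromosome 11 from SLC22A25 to GPR137 (0.33), TYR to JRKL (0.37), ACAT1 to BCO2 (0.30) and CEP164 to ABCG4 (0.34), on chromosome 19 from PLPP2 to CNN2 (-0.26), MAP4K1 to EID2 (-0.34) and KMT5C to ZNF582 (-0.48), and on chromosome 20 from LINC00028 to BPIFA1 (-0.50). With an estimated correlation no run passed in any comparison (lowest adjusted p = 0.807 in TIG1A cells, 0.0694 in TIG1B cells and 0.0517 between the lines).

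Direct comparison of the lines by limma called genes whose signal differed between the stable lines. Higher in TIG1A than in TIG1B cells were ETV1 (at least 2.115-fold), HR (at least 2.12-fold), ADAM33 (at least 2.92-fold), SYTL5 (at least 1.33-fold), CAPS (at least 1.26-fold) and SLC19A1 (at least 1.15-fold), with EHF and PCDHGB6 too dim for a bound above 1.00 (adjusted p = 0.0273 and 0.0362). DHRS2 was higher by 2.99 and ARC by 2.81 on the log2 scale. Higher in TIG1B cells were ADAMTS13 (at least 2.17-fold), PCDHAC1 (at least 2.08-fold), LRRC8C (at least 1.56-fold), SYT12 in the chromosome 11 stretch (at least 1.47-fold), LCK (at least 1.25-fold) and TUBAL3 (at least 1.02-fold), with CHRDL1 and LINC00208 too dim for a bound (adjusted p = 0.027 and 0.05). RFTN1 and KRTAP3-1 had log2 differences of -2.12 and -2.03.

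Altogether 6 gene lists differed between the lines in the same direct test, with medians of -0.42 for G1/S genes, -0.26 for G2/M genes, -0.28 for ERK feedback and immediate early genes, 0.24 for hypoxia target genes, 0.39 for interferon-stimulated genes and 0.76 for histone genes. None of them passed with an estimated correlation, where the adjusted p ranged from 0.0631 to 0.491.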

How the results depend on the processing

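Leaving out the TIG1A and TIG1B arrays numbered 1 together and the methods' t-test after median centring were chosen after the data were seen. Over 667 results for named genes and 18 alternatives, 9753 of 11513 comparisons stayed on the same side of the threshold, 1437 no longer passed, 323 passed newly and 0 calls turned direction; for 78 gene list results these were 1324, 58, 22 and 0 of 1404. A value that passed in neither setting can differ in sign, as for GRK5 on a dim probe set in TIG1B cells (-0.15, and 0.21 without TIG1B replicate 3).

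Quantile normalization gave 4 passing lists in TIG1B cells and a call for GRK5 on the listed probe set in TIG1B cells (0.97, adjusted p = 0.0495). Median centring gave 356 probe sets for TIG1B, 58 between the lines and a call for TCF7 in TIG1A cells (1.13, adjusted p = 0.0431). An offset of 50 gave 2745, 939 and 220 probe sets for TIG1A, TIG1B and their contrast, 2123 by the F test and 589 shared, and called TCF7 (0.95, adjusted p = 0.0327) and GRK5 in TIG1B cells (0.85 on the listed probe set, adjusted p = 0.0406, and 1.27 on the brighter one, adjusted p = 0.047). For these the cause was not tested. Without a filter limma called 59, 11 and 0 probe sets (59 and 11 by at least 2-fold), 24 by the F test and 8 shared, with 10 of the probe sets of Table S1, 2 of those of Table S2 and 3 runs for TIG1A, and GRK5 on the brighter probe set in TIG1A cells missed the threshold (2.74, adjusted p = 0.0516); this setting tests more probe sets with a dim signal. The filter at the 75th percentile, with fewer probe sets tested, gave 3601, 1794 and 676 probe sets, 3419 by the F test and 1238 shared, and called TCF7 (0.96, adjusted p = 0.0112) and GRK5 in TIG1B cells (0.92, adjusted p = 0.0112, and 1.31, adjusted p = 0.0173). With trend and robust options the counts were 3571, 1563 (581 by at least 2-fold) and 598, 3307 by the F test and 1028 shared, with calls for TCF7 (0.96, adjusted p = 0.00697) and GRK5 in TIG1B cells (0.92, adjusted p = 0.0126, and 1.31, adjusted p = 0.0122); the cause was not tested. Across all alternatives the adjusted p of TCF7 in TIG1A cells ran from 0.00697 to 0.187. For GRK5 on the listed and the brighter probe set it ran from 4.08e-05 to 0.0401 and 8.49e-05 to 0.0516 in TIG1A cells, from 0.0112 to 0.235 and 0.0122 to 0.253 in TIG1B cells, and from 0.00395 to 0.254 and 0.0132 to 0.362 between the lines.

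The 6 arrays of a comparison alone leave fewer arrays and gave 166 probe sets for TIG1A and 15 for TIG1B, all by at least 2-fold, 4 shared, 25 of Table S1 and 3 of Table S2, and RARRES1 on its unlisted probe set in TIG1B cells missed the threshold (adjusted p = 0.0581; the fitted 9.81 starts from a control signal below the array medians, where the bound is 299-fold). A term for the replicate number uses degrees of freedom. Arrays of the same number had correlations of deviations between groups from -0.037 to 0.19. The 0.19 belongs to TIG1A and TIG1B replicate 1, where arrays of unlike number had at most -0.117. Replicates 2 and 3 of these lines had 0.049 and 0.064, below the highest of unlike number (0.079 and 0.090). Whether both arrays numbered 1 share a batch was not tested. The term gave 637 probe sets for TIG1A (515 by at least 2-fold), 2 for TIG1B (2), 0 between the lines, 1 by the F test, 1 shared and 1 of Table S2. The same RARRES1 probe set in TIG1B cells had adjusted p = 0.0546 (fitted 9.81, no measured fold). Without the arrays numbered 1 of both lines there were 713 probe sets for TIG1A (599 by at least 2-fold), 18 for TIG1B (18), 0 between the lines, 102 by the F test, 11 shared, 66 of Table S1 and 5 of Table S2, with that RARRES1 probe set in TIG1B cells at adjusted p = 0.0538 (fitted 9.64, no measured fold). The adjusted p of that probe set ran from 8.32e-07 to 0.0581 over all alternatives. For the contrast of the lines these counts of 0 from limma stand beside 3974 probe sets at an unadjusted p under 0.05 with all arrays.

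The methods' t-test at an unadjusted p gave 1487 and 997 probe sets changed by at least 2-fold for TIG1A and TIG1B (1572 and 982 after median centring) and 4775 between the lines, and the one-way ANOVA of the Methods 7039. After Benjamini-Hochberg adjustment the methods' t-test gave 121 (60 by at least 2-fold), 6 (5) and 66 probe sets and 3 shared, as each probe set then has its own spread from few arrays. With an estimated correlation 1, 0 and 0 lists passed in TIG1A, in TIG1B and between the lines, and the cause was not tested; fry passed 5 lists in TIG1B cells, and runs of 15 genes gave 5 runs for TIG1A.

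With each array left out in turn, TIG1A had 282 to 3009 probe sets (274 to 1565 by at least 2-fold), TIG1B 77 to 1224 (77 to 730), their contrast 0 to 167, the F test 218 to 2114 and the overlap 43 to 889. The TIG1A count was 3009 without control 1, 402 without control 2, 1105 without control 3, 834, 343 and 282 without TIG1A 1, 2 and 3, and 866 and 825 without TIG1B 2 and 3. Its count by at least 2-fold was 1565 and 356 without control 1 and 2, 328 and 274 without TIG1A 2 and 3, and 614 without TIG1B 3. The TIG1B count was 1224, 96 and 248 without control 1, 2 and 3, 342, 155 and 201 without TIG1A 1, 2 and 3, and 79, 77 and 130 without TIG1B 1, 2 and 3. By at least 2-fold these were 730, 96 and 229, then 151 and 182 without TIG1A 2 and 3, and 79, 77 and 130. The contrast fell to 64 without control 2, to 14, 1 and 19 without TIG1A 1, 2 and 3, and to 13, 0 and 17 without TIG1B 1, 2 and 3. In the order control, TIG1A and TIG1B 1 to 3, the F test gave 2114, 262, 706, 443, 218, 246, 603, 312 and 349 and the overlap 889, 56, 170, 189, 75, 84, 49, 43 and 73. Lists numbered 8 to 12 for TIG1A, 2 to 5 for TIG1B and 5 to 7 between the lines, runs 5 to 12, 7 to 19 and 29 to 36, and called probe sets 49 to 128 of Table S1 and 10 to 51 of Table S2. TIG1B had 5 lists without control 1 and 4 without TIG1B 1, and 19 runs without control 2 and 7 without TIG1B 2. TIG1A had 5 runs without control 1 or control 3 and 6 without TIG1A 2. Of Table S1, 68 were called without control 2 and 81, 57 and 49 without TIG1A 1, 2 and 3. Of Table S2, 13 were called without control 2, 21 and 25 without TIG1A 2 and 3, and 13, 10 and 13 without TIG1B 1, 2 and 3. GRK5 in TIG1A cells ranged from 1.96 to 2.30 on the listed probe set and from 2.38 to 2.94 on the brighter one and passed without any single array (highest adjusted p = 0.0298 and 0.0389), with 0.53 to 0.81 and 0.17 to 0.36 on the pair of dimmer ones. TCF7 had 0.73 to 1.20 in TIG1A cells, passing only without control 3 (adjusted p = 0.0344), and 0.067 to 0.53 in TIG1B cells. GRK5 in TIG1B cells had 0.71 to 1.05, 0.96 to 1.52, -0.53 to -0.26 and -0.37 to 0.21 on these 4 probe sets and never passed. RARRES1 passed without any single array (highest adjusted p = 0.0287 and 1e-05 in TIG1A cells and 0.0354 and 1.4e-05 in TIG1B cells on the unlisted and the listed probe set), with no fold given, as its control signal lies below the array medians.

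Dim probe sets limit these results, as the array medians lie between 59.9 and 73.9 and many of the largest folds start below them, where only a bound can be given.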

Differences from the paper's values

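The paper's counts rest on Present calls, a GeneSpring rescaling, at least 2-fold change on 2 of 3 arrays and tests without a stated adjustment, and those given here on an intensity filter, limma and an adjusted p under 0.05, so the thresholds differ. The entries of the paper's tables are probe sets, as are the counts here.

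For genes raised at least 2-fold by TIG1A, the paper's count is 108 and the count here is 485. Among the alternatives fixed before the data were examined, the 6 arrays of the comparison alone (98) and the set without TIG1A replicate 3 (140) are close to it, and the others are not. For genes lowered by TIG1A the paper gives 21 and the count here is 460; the settings without a filter (24) and with the methods' t-test after Benjamini-Hochberg adjustment (26) are close to it, and the others are not. In TIG1B cells the paper gives 41 raised genes and the count here is 156, with 48 without control replicate 2 and 30, 28 and 37 without TIG1B replicates 1, 2 and 3 as the only alternatives close to it. The paper's 14 genes lowered by TIG1B stand against 216 here, and no alternative is close.

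For genes raised in both lines the paper gives 23 and the count here, without a 2-fold limit, is 150; without TIG1B replicates 1, 2 and 3 it is 27, 27 and 33, and the other alternatives stay apart. For genes lowered in both, the paper's count is 6 and that here is 184, and no alternative is close. The paper's table gives RARRES1 a fold of 166.1 in TIG1A and 102.3 in TIG1B cells. The lower bounds here are 876 and 547, and they exceed the paper's values also after quantile normalization, after median centring, with an offset of 50 and as a ratio of arithmetic means.

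All 130 and all 56 listed probe sets had the paper's direction. The methods' t-test at an unadjusted p and a 2-fold limit calls 74 of the 130 probe sets of Table S1 and 35 of the 56 of Table S2 in the deposited values. After median centring, a combination chosen after seeing the values, it calls 125 and 53 of them and drops 5 and 3. RARRES1 aside, the log2 folds of the tables exceed those here by a median of 0.165 for TIG1A (0.153 to 0.182) and 0.146 for TIG1B (0.129 to 0.16), and median centring shifts the values here by the same 0.165 and 0.146.

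The paper states that GRK5 was upregulated by both isoforms, also from PCR and Western blots, which were not analysed here. Its PCR also gave a rise of TCF7 mRNA in both lines. The following values concern the arrays alone. In TIG1B cells the log2 fold changes of GRK5 of 0.92 and 1.31 did not pass here (adjusted p = 0.0663 and 0.0892). They did with an offset of 50, the filter at the 75th percentile or trend and robust options, and on the listed probe set after quantile normalization. In TIG1A cells GRK5 rose. TCF7 is listed as upregulated by TIG1A and had 0.96 (adjusted p = 0.0582), passing after median centring, with an offset of 50, the filter at the 75th percentile, trend and robust options or without control replicate 3. PTPN6, placed among upregulated genes of angiogenesis in TIG1A cells, had 0.85 (adjusted p = 0.0543), and passed after quantile normalization, median centring, with an offset of 50, the filter at the 75th percentile, trend and robust options or without control replicate 1. WIG1 (ZMAT3) and SUMO2 are listed for both isoforms and did not pass in TIG1B cells (0.94 and 0.97, adjusted p = 0.0668 and 0.0801). With an offset of 50, the filter at the 75th percentile, or trend and robust options both passed, and ZMAT3 also after quantile normalization and median centring. SNRPE, KIF5B, UTRN, CCDC57 and FBXO16 of the shared table did not pass in TIG1B cells on the listed probe set either, while UTRN did on another one (0.88, adjusted p = 0.0485); all 5 listed probe sets passed with the filter at the 75th percentile and with trend and robust options, and all but FBXO16 with an offset of 50 and after median centring. FGFR2 and FGFR3 are described as specific to TIG1A, and their difference between the lines did not pass (0.66 and 1.24, adjusted p = 0.251 and 0.121). The paper states that TIG1A changed more genes than TIG1B, and here 1818 probe sets passed in TIG1A and 535 in TIG1B cells. At an unadjusted p under 0.05 these were 7502 and 5557, and the direct contrast of the lines called 125. Counts past a threshold do not test a difference between the isoforms, as each isoform is present in 1 line.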

Other observations

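The tests of whole transcripts behind the shared list were chosen after the result was seen. Genes of the unfolded protein response and of hypoxia were higher in TIG1A cells. Of 22 measured genes of the unfolded protein response, CRELD2, a chaperone-like protein of the endoplasmic reticulum, and TRIB3, a pseudokinase of the stress response, rose (log2 fold changes 1.46 and 0.91, standard errors 0.20 and 0.20, adjusted p = 0.0135 and 0.0434 from limma), and 6 rose and 2 fell when adjusted over the list alone (median 0.24, camera adjusted p = 0.00889, adjusted p = 0.228 with an estimated correlation). Of 29 measured hypoxia target genes, BNIP3, which lies in the chromosome 10 stretch, PFKFB3, a regulator of glycolysis, and EGLN1, an oxygen sensor, rose (1.84, 1.18 and 0.95, adjusted p = 0.00532, 0.00807 and 0.0289; 3 when adjusted over the list alone; median 0.34, adjusted p = 0.0015, adjusted p = 0.168 with an estimated correlation). Of 25 measured interferon-stimulated genes, UBE2L6, an enzyme of ISG15 conjugation, PARP9 and IFI44 rose (0.88, 0.62 and 1.41, adjusted p = 0.0317, 0.036 and 0.0476), 6 up and 1 down when adjusted over the list alone (median 0.35, adjusted p = 0.00653, adjusted p = 0.367 with an estimated correlation). By fry the interferon list did not pass (adjusted p = 0.0595).

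In TIG1B cells none of these lists passed (medians 0.18, 0.065 and 0.092, adjusted p = 0.13, 0.263 and 0.927), and the interferon list had a mean of -0.17. There PFKFB3 rose (0.71, adjusted p = 0.0421) and IRF7, a regulator of interferon genes, fell (-1.03, adjusted p = 0.0331), each also the single gene when adjusted over its list alone. Limma called none of the unfolded protein response genes there (2 higher and 3 lower at an unadjusted p under 0.05, 2 and 1 when adjusted over the list alone). In the direct contrast hypoxia and interferon genes were higher in TIG1A cells (adjusted p = 0.00144 and 0.000164, adjusted p = 0.2 and 0.48 with an estimated correlation), the latter not by fry (adjusted p = 0.101), and 1 hypoxia gene (BNIP3) passed, also when adjusted over the list alone. Limma called no interferon-stimulated gene there, with 6 higher at an unadjusted p under 0.05 and 2 when adjusted over the list alone. Genes of the unfolded protein response did not pass (median 0.039, mean 0.19, adjusted p = 0.189). Limma called none of them, with 5 higher and 1 lower at an unadjusted p under 0.05, and 4 and 1 when adjusted over the list alone. The study's tables hold 1, 4 and 1 members of these lists.

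Target genes of the glucocorticoid and progesterone receptors were tested because mifepristone binds both receptors, although all arrays received it. Of 10 measured, CEBPD, a transcription factor, SGK1, a kinase, and FKBP5, a cochaperone of these receptors, rose in TIG1A cells (1.26, 0.74 and 0.83, adjusted p = 0.0151, 0.0339 and 0.0368), 4 when adjusted over the list alone (median 0.53, adjusted p = 0.027, adjusted p = 0.326 with an estimated correlation). The list no longer passed after quantile normalization (adjusted p = 0.05) or median centring (adjusted p = 0.058), without a filter (0.0612), on the mean of all probe sets (0.142) or without control replicate 3 (0.131). SGK1 rose in TIG1B cells as well (1.11, adjusted p = 0.0218; 1 when adjusted over the list alone; median 0.13, adjusted p = 0.22). Between the lines the list did not pass (median 0.14, adjusted p = 0.344), with 2 higher in TIG1A cells when adjusted over the list alone. Of 6 measured genes of tubulin tyrosination and latexin, relatives and partners of TIG1, the tubulin tyrosine ligase gene TTL rose in TIG1A cells (0.86, adjusted p = 0.0295; 1 when adjusted over the list alone; median 0.25, adjusted p = 0.208). In TIG1B cells limma called none (0 at an unadjusted p under 0.05; median 0.28, adjusted p = 0.229), and between the lines the median was 0.028 and the mean -0.086 (adjusted p = 0.718). Of 8 measured markers of mesenchymal cells, COL1A1, a collagen, rose in TIG1A cells on a probe set that its 2 other probe sets did not follow (1.48, adjusted p = 0.0169; 1 up and 1 down when adjusted over the list alone; median -0.35, adjusted p = 0.808). In TIG1B cells limma called none of them (1 higher at an unadjusted p under 0.05; median 0.21, adjusted p = 0.549), and the list did not pass between the lines (median -0.24, adjusted p = 0.548). For 5 measured leukocyte markers limma called none (1 lower in TIG1A cells and 0 in TIG1B cells at an unadjusted p under 0.05; 1 lower in TIG1A cells when adjusted over the list alone), with medians of -0.64, -0.11 and -0.15 in TIG1A, in TIG1B and between the lines (adjusted p = 0.205, 0.666 and 0.344), where the sign in TIG1B cells turns after median centring. The study's tables hold 1 member each of the receptor, tubulin and mesenchymal lists.

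RARRES1 aside, probe sets listed as raised in both lines were mostly not followed by other probe sets of the same gene. The median difference of the brightest other probe set from the listed one was -1.15 in TIG1A cells, which argues against a rise of the whole transcript as the general case. Other probe sets at or above the 75th percentile had a median of 0.046, so that dimness does not account for it. Within groups, signal on the ribosomal RNA controls went with signal on these probe sets over 9 arrays (Pearson r = 0.83, exact permutation p = 0.0741; Spearman correlation 0.75, exact permutation p = 0.0972; r = 0.426 without the 2 farthest arrays), and with the probe set named differently by the study r was 0.875 (exact permutation p = 0.0417), so that ribosomal RNA in the labelled RNA cannot be told apart from other causes for these probe sets, as the result turns on 1 probe set and few arrays. Single transcript forms raised by TIG1 stay open as a biological explanation and were not tested.

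For a pair of groups of 3 arrays the 10 possible splits are too few for a share under 0.05. The real split gave 1818 probe sets, 12 lists and 10 runs for TIG1A against control cells, where the highest other splits gave 3, 5 and 4. For TIG1B against control cells these were 535 probe sets, 2 lists and 12 runs, and 2, 4 and 6 in other splits, with 4 of the 10 splits, the real one included, giving 2 or more lists. TIG1A against TIG1B gave 125 probe sets, 6 lists and 35 runs, and the highest other splits 3, 4 and 6. For the F test and for the overlap, 100 of the 280 splits into 3 groups were drawn, and chance can be excluded, as 1 split, the real one, reached its own values of 1219 and 334, with 145 and 106 as the highest others.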
